# Liraglutide + PYY_3-36_ Combination Therapy Mimics Effects of Roux-en-Y Bypass on Early NAFLD Whilst Lacking-Behind in Metabolic Improvements

**DOI:** 10.3390/jcm11030753

**Published:** 2022-01-30

**Authors:** Valentin Metzner, Gloria Herzog, Tobias Heckel, Thorsten Bischler, Julia Hasinger, Christoph Otto, Martin Fassnacht, Andreas Geier, Florian Seyfried, Ulrich Dischinger

**Keywords:** liraglutide, GLP-1, peptide tyrosine tyrosine (PYY), peptide tyrosine tyrosine 3-36 (PYY_3-36_), RYGB, gastric bypass, obesity, NASH, NAFLD

## Abstract

Background: Treatment options for NAFLD are still limited. Bariatric surgery, such as Roux-en-Y gastric bypass (RYGB), has been shown to improve metabolic and histologic markers of NAFLD. Glucagon-like-peptide-1 (GLP-1) analogues lead to improvements in phase 2 clinical trials. We directly compared the effects of RYGB with a treatment using liraglutide and/or peptide tyrosine tyrosine 3-36 (PYY_3-36_) in a rat model for early NAFLD. Methods: Obese male Wistar rats (high-fat diet (HFD)-induced) were randomized into the following treatment groups: RYGB, sham-operation (sham), liraglutide (0.4 mg/kg/day), PYY_3-36_ (0.1 mg/kg/day), liraglutide+PYY_3-36_, and saline. After an observation period of 4 weeks, liver samples were histologically evaluated, ELISAs and RNA sequencing + RT-qPCRs were performed. Results: RYGB and liraglutide+PYY_3-36_ induced a similar body weight loss and, compared to sham/saline, marked histological improvements with significantly less steatosis. However, only RYGB induced significant metabolic improvements (e.g., adiponectin/leptin ratio 18.8 ± 11.8 vs. 2.4 ± 1.2 in liraglutide+PYY_3-36_- or 1.4 ± 0.9 in sham-treated rats). Furthermore, RNA sequencing revealed a high number of differentially regulated genes in RYGB treated animals only. Conclusions: The combination therapy of liraglutide+PYY_3-36_ partly mimics the positive effects of RYGB on weight reduction and on hepatic steatosis, while its effects on metabolic function lack behind RYGB.

## 1. Introduction

Today, it is assumed that about one-quarter of the world’s population suffers from non-alcoholic fatty liver disease (NAFLD) [1]. This is part of a continuing global trend driven by the obesity pandemic [2,3,4,5]. Among other mechanisms, central links between both conditions seem to lie in emerging adipose tissue dysfunction and dysregulation of liver-adipose tissue interaction in obesity [2,6,7]. NAFLD is associated with a high prevalence of other metabolic disorders (including metabolic syndrome, diabetes mellitus and cardiovascular disease) but may also progress to advanced forms of the disease itself, such as non-alcoholic steatohepatitis (NASH), liver cirrhosis and hepatocellular carcinoma, resulting in elevated mortality [2,8,9,10,11,12].

Compared to other therapy options, RYGB has not only been shown to be the most effective in reducing weight [13,14,15,16] while improving glycaemic control [13,17,18] but also to improve the histological markers (e.g., steatosis, inflammation) of NAFLD or NASH [13,19]. However, the mechanisms of action behind these effects remain unclear. Following RYGB, significant alterations in bile acid cycling, vagus signalling, gut microbiome are seen and increased postprandial secretion of anorectic enteroendocrine hormones, especially peptide tyrosine tyrosine (PYY_3-36_) and glucagon-like peptide-1 (GLP-1) can be detected [14,16,20]. However, as the indication for RYGB-treatment is limited to a small group of people, an effective non-invasive therapy for NAFLD and NASH is urgently needed.

To date, there is no approved drug for either NAFLD or NASH [21,22,23,24]. However, studies focusing on the effect of gut hormone mimetics upregulated after RYGB are promising: First, liraglutide, a GLP-1-analogue has shown significant effects in the resolution of NASH without progression of fibrosis while significantly reducing BMI in a clinical phase 2 study [25]. Similar data on NASH resolution have been obtained for semaglutide in a recent phase 2b trial [26]. Second, PYY_3-36_ has shown its lowering effect on food intake in rodents and humans in a variety of studies, likely also recruiting higher cortical systems and appearing to act on a behavioural level [20,27]. However, data on its effects on NAFLD/NASH are missing. While single-target agonists are much less effective than RYGB, multi-peptide approaches have delivered promising results, as tirzepatide did most recently [28]. Furthermore, the promising potential of a combination treatment with PYY and liraglutide has been demonstrated several times with the main focus on weight loss and change of eating behaviour [29,30,31], but not yet on its effects on NAFLD.

In the present study, we addressed this gap by investigating the effects of combination therapy (liraglutide+PYY_3-36_) versus RYGB on an early form of NAFLD in a controlled manner adding to the three important findings we made using these treatments [31]: First, RYGB- and liraglutide+PYY_3-36_ treatment induce a persistent and significant weight loss, while sham, saline and PYY_3-36_ have no weight lowering effect and liraglutide-monotherapy only achieves a short-term weight loss with subsequent weight-regain. Second, only animals treated with RYGB or liraglutide+PYY_3-36_ consume significantly fewer calories. Third, only these animals show a significantly changed preference from HFD to low-fat-diet (LFD).

To evaluate the effects of these treatments on liver health, we performed a histologic assessment, measurements and calculations for HOMA-index (insulin and glucose) and adiponectin/leptin-ratio; the former to assess insulin resistance and the latter as it is considered a good indicator of adipose tissue dysfunction [32,33]. Being central inflammatory factors in early human NAFLD/NASH, *Tnf*- and *Il1b*-mRNA levels were measured using RT-qPCR [2,34,35,36]. *Fgf21* mRNA was measured, as it is typically upregulated in these diseases and likely represents a link between inflammation and metabolic dysregulation [34]. To identify possible pathways mediating effects of the different treatments, we performed RNA sequencing of liver samples using a well-established rat obesity model.

## 2. Materials and Methods

### 2.1. Animals, Drugs, Surgeries

As described before [31], obesity was induced in adult male Wistar rats (Charles River Laboratories, *n* = 58, 9–10 weeks old, initial body weight 329.8 ± 2.2 g) with a high-fat diet (C1090-60 HF diet, 5228 kcal/kg; 60% calories from fat, 16% from protein and 24% from carbohydrate; Altromin, Lage, Germany) for about 6 weeks. Then, the animals were randomized into six pharmaceutical/surgical treatment groups: Treatment with liraglutide s.c. (0.4 mg/kg/day, Victoza, Novo Nordisk Pharma, Bagsværd, Denmark) and isotonic saline (Braun, Melsungen, Germany) via osmotic minipump (*n* = 5). Treatment with PYY_3-36_ (0.1 mg/kg/day, Hölzel diagnostika, Cologne, Germany) via osmotic minipump and saline s.c. (*n* = 5). Treatment with liraglutide s.c. and PYY_3-36_ via osmotic minipump (*n* = 11) and treatment with saline only (via osmotic minipump and s.c., *n* = 9). RYGB was performed in 15 animals, sham operation in 13. See [37] for the description of RYGB and sham operation. All groups were monitored over a period of 24 days. During this period, the animals had free choice of HF- and an LF diet (C1090-10 LF diet, 3514 kcal/kg; 10% calories from fat, 24% from protein, and 66% from carbohydrate; Altromin, Lage, Germany) ad-libitum.

The local regulatory authority approved all procedures on animals in this study (Regierung von Unterfranken, Würzburg, Germany, AZ: 55.2-2532-2-467). The laws and directives of Germany and the European Union were followed in all experiments. (TierSchG, TierSchVersV, Directive 2010/63/EU).

Due to practical reasons in the experimental design, 6 animals of the PYY_3-36_+Liraglutide- and 3 of the saline-arm underwent a prolonged feeding period and were therefore excluded from calculation of Homeostasis Model Assessment (HOMA) as well as from blood transaminase-, histological- and RT-qPCR assessment. One saline-treated animal had to be excluded from the analyses because of sample freezing error and one RYGB-operated rat had to be excluded because it developed an unclear abdominal mass (See Supplementary Figure S1 for the group design).

### 2.2. Dissections and Sample Collection

After the 24-day observational period, isofurane-narcotised animals were sacrificed by cardiac puncture after an overnight fast and blood was transferred into tubes containing EDTA and a DPP IV inhibitor (DPP4, Merck, Darmstadt, Germany); afterwards, this plasma was quickly separated by centrifugation at 5 krpm for 10 min at 4 °C and stored at −80 °C as described before [37]. Livers were removed, frozen using liquid nitrogen and stored at −80 °C.

### 2.3. Liver Histology

Histologic assessment of liver samples was performed by a pathologist who was blinded to the study aims to evaluate steatosis, inflammation and fibrosis, which mark important stages in the development of NAFLD and its progression to non-alcoholic-steatohepatitis [2,22]. Liver samples were fixed in 4% neutral formalin at 20 °C after defrosting. The tissue was routinely processed for paraffin embedding and cross-sectioned to obtain 3 μm-thick sections. Sections were de-paraffinized, rehydrated, and processed for routine haematoxylin/eosin (H&E) and histochemical staining. Sirius red staining (not shown) was performed with aqueous picrosirius red staining solution (500 aqueous picric acid solution 1,2% with 100 mg sirius red). Because of a considerable presence of freezing artefacts partly impairing the identification of cell borders, we decided to assess macrovesicular- and microvesicular steatosis in percentage without the evaluation of hepatocyte hypertrophy as proposed by Liang et al. in a rodent specific NAFLD scoring system [38]. Inflammatory activity was assessed as described there [38]. Fibrosis was graded according to the NASH Clinical Research Network criteria (NASH-CRN) [39].

### 2.4. Enzyme-Linked Immunosorbent Assay

Plasma levels of insulin (ERINS; Thermo Fisher Scientific, Santa Clara, CA, USA), leptin (EK-003-17; Phoenix Pharmaceuticals, Mannheim, Germany) and adiponectin (80570; Crystal Chem, Elk Grove Village, IL, USA) were measured using rat specific assays. Measurements of blood glucose, aspartate transaminase (ASAT) as well as alanine transaminase (ALAT) were performed in an external laboratory (Laboklin, Bad Kissingen, Germany; on Cobas702, Roche). *HOMA* was calculated for the individual rat as follows:

HOMA=insulin(fasting)(mU/L)∗glucose(fasting)(mmol/L)/22.5

### 2.5. Liver Gene Expression Analysis

RT-qPCR was used to assess changes in liver inflammation. Therefore, liver samples were macrodissected in 10 mg organ samples. Total RNA was extracted using the Maxwell^®^ RSC simplyRNA Tissue Kit (AS1340; Promega, Fitchburg, WI, USA) and the Maxwell^®^ RSC Instrument (AS4500; Promega). Prior to extraction, tissues were homogenized using QIAGEN Tissue Lyser II (85300; QIAGEN, Venlo, The Netherlands) and further purified using Proteinase K (PK) Solution (MC5005; Promega). RNA was tested for integrity and concentration using NanoDrop™ 2000 c spectrophotometer (Thermo Fisher Scientific): We yielded an average of 441 ng/µL nucleic acid per sample with a mean A260/280-ratio of 2.12, which we reversely transcripted into cDNA using the QuantiTect Reverse Transcription Kit (205311; QIAGEN) and Mastercycler Gradient Instrument (Eppendorf SE, Hamburg, Germany). cDNA was stored at −20 °C until used for RNA sequencing or RT-qPCR.

RT-qPCR was performed with selected targets (*Tnf*, ID: Rn99999017_m1, GenBankSeq.: NM_012675.3; *Il1b*, ID: Rn00580432_m1, GenBankSeq.: NM_031512.2; *Fgf21*, ID: Rn00590706_m1, GenBankSeq.: NM_130752.1) using hydrolysis probes (TaqMan^®^; Thermo Fisher Scientific) and a CFX96™ Real-Time PCR Detection System (Bio-Rad, Hercules, CA, United States) on duplicates. Then, the efficiency of probes and Cq of samples was calculated using LinRegPCR software (V. 2020.0). Duplicates with ∆Cq > 0.8 were repeated once and excluded if they failed this requirement again. In addition to *Actb* (ID: Rn00667869_m1, GenBankSeq.: NM_031144.3), *Ubc* (ID: Rn01499642_m1, GenBankSeq.: BC103477.1) was used as a reference gene to improve stability as internal control [40]. To allow the use of efficiency-correction and normalization to multiple reference genes, further analysis was performed with the software qBase+ version 3.2 (Biogazelle, Gent, Belgium) based on normalization methods published by Hellmanns et al. [41] to calculate normalized relative quantities (NRQs). As NRQs are usually log-normal distributed [42], we proceeded with the statistical analysis with log-transformed NRQ values using GraphPad Prism version 9.1.2 for Windows (GraphPad Software, La Jolla, CA, USA). We tested for variance, significance and normality using analysis of variance- (ANOVA)-, and D’Agostino–Pearsons omnibus K2-test, and Tukey’s multiple comparisons test for multiple comparison correction where appropriate.

### 2.6. RNA Sequencing

As described before [43], RNA quality was checked using RNA 6000 Nano kits on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Afterwards, cDNA libraries were prepared from total RNA with oligo-dT capture beads for poly(A)-mRNA enrichment using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, USA) according to manufacturer’s instructions. After 15 cycles of PCR amplification, barcoded cDNA libraries were quantified via Qubit 2.0 Fluorometer using dsDNA HS Assay Kits (Thermo Fisher Scientific). Quality and size distribution (average size: 290 bp) was checked with a 2100 Bioanalyzer using DNA 1000 kits (Agilent Technologies).

Sequencing of pooled libraries was performed at 23–38 million reads/sample in single-end mode with 75 nt read length on the NextSeq 500 platform (Illumina) with 1% PhiX control library using High Output sequencing Kits v2.5. Demultiplexed FASTQ files were generated with bcl2fastq2 v2.20.0.422 (Illumina).

Illumina reads were quality- and adapter-trimmed using Cutadapt version 2.5 with a cutoff Phred score of 20 in NextSeq mode, discarding reads without any remaining bases (command line parameters: --nextseq-trim=20 -m 1 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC). Resulting high-quality reads were subsequently aligned to the rat genome (GCF_000001895.5/Rnor_6.0 primary assembly and mitochondrion) using STAR v2.7.2b [44] with default parameters based on RefSeq annotation version 106 for GCF_000001895.5/Rnor_6.0. Read counts were assessed on exon level and summarized for each gene via featureCounts v1.6.4 from the Subread package [45]. In the process, multi-mapping and multi-overlapping reads were quantified strand-specific and reversely stranded with a fractional count for each alignment and overlapping feature (command line parameters: -s 2 -t exon -M -O --fraction). Raw read counts were used to identify differentially expressed genes using DESeq2 [46] version 1.24.0. Read counts were normalized by DESeq2 and fold-change shrinkage was applied by setting the parameter “betaPrior=TRUE”. Differential expression of genes was assumed at an adjusted *p*-value (*padj*) after Benjamini–Hochberg correction < 0.05 and |log2FoldChange| ≥ 1. Pathway analysis was conducted using the GSEA function of clusterProfiler [47] version 3.12.0 for gene set enrichment analysis based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.

## 3. Results

### 3.1. Histological Assessment: All Treatments Significantly Improved Liver Steatosis Compared to Placebo

At the end of the observational period, animals in the placebo groups presented with marked steatosis (percentages of macrovesicular and microvesicular steatotic liver cells: 41.5 ± 15.4% in the sham-group and 54.8 ± 21.8% in the saline-group), while the other groups showed significantly less steatotic hepatocytes (3.1 ± 2.0% (RYGB), 20.5 ± 19.0% (PYY_3-36_), 6.5 ± 6.6% (liraglutide) and 18.8 ± 7.2% (liraglutide+PYY_3-36_)).

As visualized in Figure 1 (effect of intervention: F(5, 41) = 13.09, *p* < 0.0001) reduction in steatosis was most prominent in the RYGB-group compared to sham (*p* < 0.0001), followed by liraglutide only (*p* < 0.001), liraglutide+PYY_3-36_ (*p* < 0.05) and PYY_3-36_ only (*p* < 0.05) compared to saline. No significant differences were detected between sham and saline or between RYGB, liraglutide+PYY_3-36_, PYY_3-36,_ and liraglutide. Considering only macrovesicular steatosis, it was not present in RYGB-animals and marginal in the other treatment groups (1.1 ± 0.8% (sham), 1.8 ± 2.3% (saline), 2.5 ± 3.9% (PYY_3-36_), 0.6 ± 0.7% (liraglutide) and 1.3 ± 0.3% (liraglutide+PYY_3-36_)).

No inflammatory foci or fibrosis were observed in any of the experimental groups.

### 3.2. RYGB Improved HOMA-IR- (Insulin Resistance) and Adiponectin/Leptin-Ratio

Surgical (vs. sham) and combined medical (vs. saline) treatment had a significant impact on leptin levels (F(3, 32) = 11.56, *p* < 0.0001), as shown in Figure 2a. Leptin levels in RYGB treated animals were significantly lower than in sham (1.1 ± 0.5 ng/mL (RYGB) vs. 13.7 ± 6.2 ng/mL (sham), *p* < 0.001) and so were levels in the liraglutide+PYY_3-36_-group compared to the saline-group (7.5 ± 3.0 ng/mL (liraglutide+PYY_3-36_) vs. 16.2 ± 4.3 ng/mL (saline), *p* < 0.05). Second, adiponectin levels were significantly altered (F(3, 23)) = 6.15, *p* < 0.01) and significantly higher in RYGB treated animals (16.2 ± 0.3 μg/mL (RYGB) to 13.5 ± 2.4 μg/mL (sham), *p* < 0.05) and tendentially lower in the liraglutide+PYY_3-36_-group (13.1 ± 1.7 μg/mL (liraglutide+PYY_3-36_) to 14.7 ± 1.8 μg/mL (saline), *p* = 0.4) (see Figure 2b). Third, this resulted in significant changes in the adiponectin/leptin-ratio (F(3, 12) = 19.94, *p* < 0.0001) of the RYGB-group (18.8 ± 11.8 (RYGB) to 1.4 ± 0.9 (sham), *p* < 0.001) and a slight non-significant tendency towards a higher ratio in the liraglutide+PYY_3-36_-group (2.4 ± 1.2 (liraglutide+PYY_3-36_) to 1.2 ± 7.3 (saline), *p* = 0.9) (see Figure 2c). Fourth, regarding insulin-resistance- (HOMA-) index, indices were tendentially lower both in the RYGB group compared to sham (14.4 ± 8.6 (RYGB) to 31.0 ± 16.4 (sham); average insulin: 33.3 ± 17.1 µIU/mL (RYGB) and 55.5 ± 27.5 µIU/mL (sham); average glucose: 11.9 ± 1.6 mmol/L (RYGB) and 12.8 ± 2.0 mmol/L (sham)). Indices were also lower in the liraglutide+PYY_3-36_-group compared to saline (20.5 ± 17.1 (liraglutide+PYY_3-36_) to 24.7 ± 29.3 (saline); average insulin: 32.3 ± 29.8 µIU/mL (liraglutide+PYY_3-36_) and 40.2 ± 38.3 µIU/mL (saline); average glucose: 14.6 ± 4.6 mmol/L (liraglutide+PYY_3-36_) and 11.5 ± 1.7 mmol/L (saline)) but ANOVA revealed no significant differences (F(3, 16) = 1.10, *p* = 0.4), see Figure 2d.

### 3.3. No Significant Differences in Transaminase Levels (ALAT and ASAT)

ANOVA of serum ALAT- levels (24.7 ± 4.4 U/L (RYGB), 18.6 ± 4.1 U/L (sham), 21.1 ± 8.8 U/L (liraglutide+PYY_3-36_), 17.4 ± 3 U/L (liraglutide), 20.3 ± 7 (PYY_3-36_), 21.0 ± 6.4 (saline)) revealed no significant difference between the treatment groups (F(5, 35) = 1.59, *p* = 0.2). Furthermore, no significant difference was found (F(5, 36) = 1.06, *p* = 0.4) regarding serum levels of ASAT (34.9 ± 7.6 U/L (RYGB), 39.4 ± 6.9 U/L (sham), 50.5 ± 41.1 U/L (liraglutide+PYY_3-36_), 44.4 ± 18.1 U/L (liraglutide), 31.7 ± 14.0 (PYY_3-36_), 46.8 ± 36.8 (saline)).

### 3.4. No Inflammatory Activity Both in RT-qPCR- and Histological Assessment

RT-qPCR-analysis revealed no significant difference in expression for *Tnf* (F(5, 17) = 1.32, *p* = 0.3) and *Il1b* (F(5, 26) = 1.44, *p* = 0.2), as shown in Figure 3a,b, but it did for *Fgf21* (F(5, 27) = 3.01, *p* < 0.05). However, post-hoc analyses showed no significant effects on *Fgf21* levels of treatment- vs. placebo- and between treatment-groups (Figure 3c).

These results are consistent with the histological examination in which we found no inflammatory foci in any of the samples.

### 3.5. Only RYGB Impacts Global Liver mRNA Expression

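Liver RNA of rats treated with RYGB (n = 14), sham surgery (n = 12), liraglutide+PYY_3-36_ (n = 11), PYY_3-36_ alone (n = 5), liraglutide alone (n = 5) or saline (n = 8) was sequenced after poly(A) selection. The deposited table holds counts of 38513 genes in 69 libraries. A further 14 libraries carry the labels BWM (n = 8) and Lean (n = 6), which the paper's text does not describe. The authors aligned the reads to the rat genome build Rnor_6.0 and divided each read that matched several places or genes between them, so that 15.9% of the values were not whole numbers. The values were rounded, normalized by TMM and tested with edgeR's quasi-likelihood test, with batch as a term in 1 model of the 55 libraries of the 6 groups. The test covered the 16508 genes that passed edgeR's filter on low counts, and p-values were adjusted by the method of Benjamini and Hochberg. Comparisons, gene lists and the rule for the genes named were set before the counts were examined. The paper, whose pathway results come from these libraries, was at hand, so the lists are not independent of it. Total counts per library ranged from 9110860 to 27559144 (median 20786580). The labels divide the libraries into batch A, with 11 RYGB, 7 sham, 6 liraglutide+PYY_3-36_ and 3 saline libraries, and batch B, with 3 RYGB, 5 sham, 5 liraglutide+PYY_3-36_ and 5 saline libraries and all libraries of both single treatments. On the first principal component, which held 36% of the variance, 6 batch B libraries lay between 112 and 158.9, and the other 22 between 11.1 and 80.0. These 6 were sham replicate 12, PYY_3-36_ replicate 5, liraglutide replicate 4 and liraglutide+PYY_3-36_ replicates 8, 9 and 11. In counts simulated at these group sizes, the test called 79.6% of genes with a true 2-fold change in RYGB versus sham, 67.7% in liraglutide+PYY_3-36_, 44.8% in PYY_3-36_ and 47.3% in liraglutide versus saline. For liraglutide+PYY_3-36_ 15 of 400 simulated calls were false. Other splits of the real libraries into groups of these sizes gave up to 683 genes there. The simulated shares may therefore not hold for the real libraries.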

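RYGB treated animals had higher liver mRNA of Igfbp2, which encodes a binding protein of insulin-like growth factors, and lower mRNA of Hamp, which encodes the iron-regulating hormone hepcidin. Igfbp2 (gene ID 25662, chromosome 9, 80118029 to 80144804) was at 80.0 ± 98.4 CPM (counts scaled by edgeR to the library size and TMM factor; SD, n = 14) after RYGB and at 1.69 ± 1.61 (SD, n = 12) after sham surgery, a log2 fold change of 5.53 (standard error 0.679, adjusted p = 4.05e-07 from edgeR). All 14 RYGB libraries lay above all 12 sham libraries. Hamp (gene ID 84604, chromosome 1, 89368021 to 89369960) was at 75.2 ± 78.6 CPM (SD, n = 14) after RYGB and at 801 ± 263 (SD, n = 12) after sham surgery and fell by 3.44 on the log2 scale (standard error 0.480, adjusted p = 6.42e-06). Sqle, the squalene epoxidase of cholesterol synthesis, rose by 2.82 and Vnn1, a pantetheinase, by 2.12 on the log2 scale. In batch B alone the log2 fold change of Vnn1 was 1.28 (adjusted p = 0.83). Ltc4s, the leukotriene C4 synthase, fell by 3.95 and Lox, the collagen cross-linking lysyl oxidase, by 3.60. Tfrc, the transferrin receptor, rose by 1.47 (adjusted p = 8.35e-05; 0.57 with an adjusted p of 0.909 in batch B alone). Cyp2b1, a drug-metabolizing cytochrome P450, rose by 2.17 (adjusted p = 9.08e-05), with a log2 fold change of 2.66 in batch A and -0.16 in batch B (adjusted p = 0.979). Of the genes tested, 206 were higher and 202 lower in RYGB than in sham at an adjusted p under 0.05, and 104 and 102 of these had an absolute log2 fold change of at least 1. Without the 6 libraries that lay apart, a setting chosen after seeing the data, 735 genes passed the adjusted p, 249 of them with this fold change. Within batch A (11 RYGB and 7 sham libraries) 860 genes passed the adjusted p, and within batch B (3 and 5 libraries) 24.

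In liraglutide+PYY_3-36_ versus saline 0 genes passed the adjusted p in edgeR, 1258 had an unadjusted p under 0.05, and DESeq2 and limma called 3 and 22 genes. The number at an unadjusted p under 0.05 depended on single libraries, with 514 without liraglutide+PYY_3-36_ replicate 8, 702 without replicate 11, 744 without saline replicate 5 and 1863 without saline replicate 9. Plin3, which encodes a lipid droplet coat protein and was chosen after its values were seen, had the smallest adjusted p (0.0890 in edgeR, 0.0157 in DESeq2). It was the 1 gene that passed in edgeR without saline replicate 2 (adjusted p = 0.0395) or without liraglutide+PYY_3-36_ replicate 5 (adjusted p = 0.0465). In PYY_3-36_ versus saline 0 genes passed in edgeR, 659 had an unadjusted p under 0.05, and DESeq2 and limma each called 1 gene. In liraglutide versus saline 1 gene passed in edgeR, Igfbp2, which rested on liraglutide replicate 4 (log2 fold change 5.35, and 0.94 with an adjusted p of 1 and 0 genes passing without this library). Limma, batch B alone and a fit of only the groups compared called 0 genes, with a log2 fold change of Igfbp2 of 1.25, 5.47 (adjusted p = 1) and 5.49 (adjusted p = 0.933), so in the last 2 the call was lost and the change was not.

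**Figure D1:**
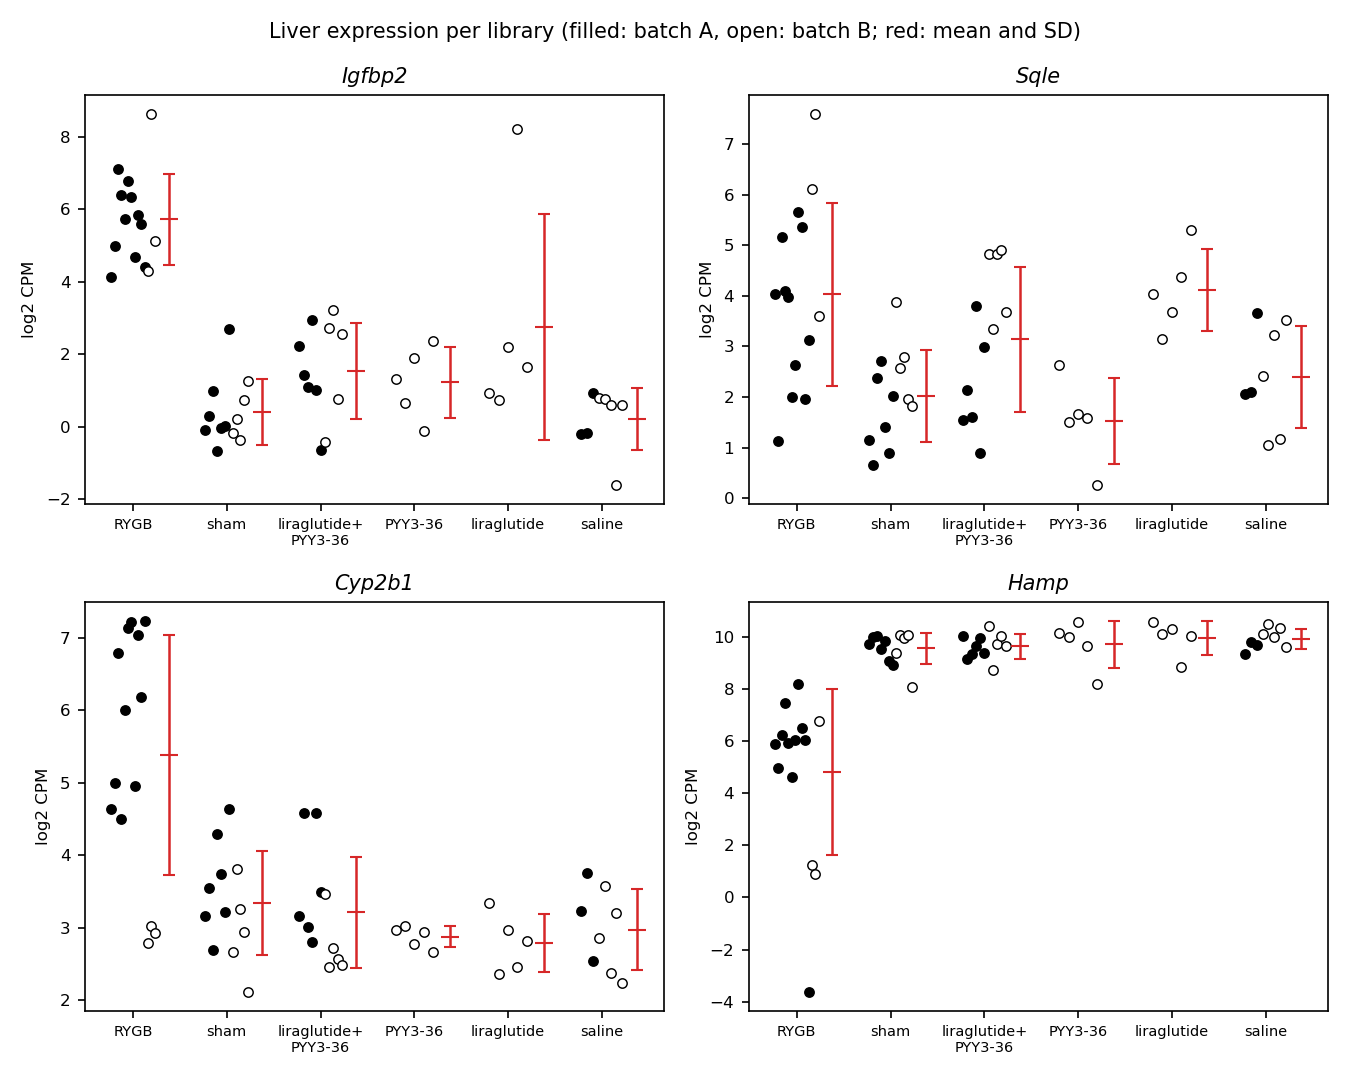
Liver mRNA of Igfbp2, Sqle, Cyp2b1 and Hamp in log2 CPM (vertical axes) for each library of the 6 groups (horizontal axes). Each point is 1 library, filled for batch A and open for batch B, and red bars give the mean and SD of log2 CPM; all 14 RYGB libraries lie above all 12 sham libraries for Igfbp2, and the 3 open RYGB points for Cyp2b1 lie among the sham libraries.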

While no relevant differences in liver mRNA expression were found in PYY_3-36_, liraglutide+PYY_3-36_ and liraglutide only treated animals (compared with saline controls), a high number of genes were differentially regulated (up 76, down 67) in RYGB treated animals compared with sham controls (Figure 4). 

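Genes of cholesterol synthesis were higher after RYGB. Of the 20 genes of this list, 10 rose and 0 fell in RYGB (n = 14) versus sham (n = 12) at an adjusted p under 0.05 from edgeR, and 15 rose when adjusted over the list alone. Msmo1, a sterol C4 methyl oxidase, had a log2 fold change of 1.59 (standard error 0.320, adjusted p = 0.00145; 1.12 with an adjusted p of 0.0803 in batch A alone), Tm7sf2, a sterol C14 reductase, 1.09 (standard error 0.226, adjusted p = 0.00215), and Hsd17b7 1.26 (standard error 0.221, adjusted p = 0.000222). Srebf2, which encodes the transcription factor of this pathway, rose by 0.61 (standard error 0.118, adjusted p = 0.000824). The list's median log2 fold change was 0.86, with an adjusted p of 4.46e-18 from camera at its preset correlation of 0.01 and an adjusted p = 0.0556 with an estimated correlation. Of 17 UDP-glucuronosyltransferase genes, which conjugate lipophilic compounds with glucuronic acid, 9 rose and 0 fell (10 rose when adjusted over the list alone), with an adjusted p of 3.62e-11 from camera and an adjusted p = 0.0860 with an estimated correlation. Of these 9 genes, 8 belong to the Ugt1a cluster, whose members share exons and therefore divided reads, and had log2 fold changes of 0.63 to 0.72. Ugt2b1 had a log2 fold change of 1.56 (standard error 0.355, adjusted p = 0.00568). In batch B alone (3 RYGB and 5 sham libraries) the adjusted p of this list was 0.411. There the log2 fold change of Ugt1a5, the highest of the cluster in all libraries, was 0.07 (adjusted p = 0.99). That of Ugt2b1 was 2.22 (adjusted p = 0.288).

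Of 80 genes of cytosolic ribosomal proteins, 74 had a positive log2 fold change and 1 rose, Rpl37a, by 0.40 (standard error 0.113, adjusted p = 0.0348; 0 genes when adjusted over the list alone). The call of Rpl37a was lost when any 1 of RYGB replicates 3, 8, 12 and 13 or sham replicates 2, 6 and 11 was left out, with an adjusted p of 0.138 and a log2 fold change of 0.32 without RYGB replicate 13. The median of this list was 0.20, with an adjusted p of 2.69e-10 from camera, an adjusted p = 0.319 with an estimated correlation and an adjusted p of 0.262 without the batch term. Of 21 genes of amino acid synthesis and targets of the stress factor ATF4, 2 rose and 1 fell (3 and 1 when adjusted over the list alone; adjusted p of the list 0.530). Phgdh, which starts serine synthesis, rose by 2.85 (standard error 0.592, adjusted p = 0.00214; 2.13 with an adjusted p of 0.0528 without RYGB replicate 13 and sham replicate 12 together, and 3.05 with 0.288 in batch B alone). With the replicate number as a block the value of Phgdh was 1.71 (adjusted p = 0.261). Only 3 of 12 pairs correlated best with their own number, so this block may not pair the animals. Asns, the asparagine synthetase, rose by 1.69 (standard error 0.417, adjusted p = 0.0123). Without RYGB replicate 13 the value of Asns was 1.30 (adjusted p = 0.0986), and in limma it was 0.73 (adjusted p = 0.240). Chac1, which breaks down glutathione, fell by 2.60 (standard error 0.584, adjusted p = 0.00509), and had a log2 fold change of -1.86 (adjusted p = 0.0852) without sham replicate 1.

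**Figure D2:**
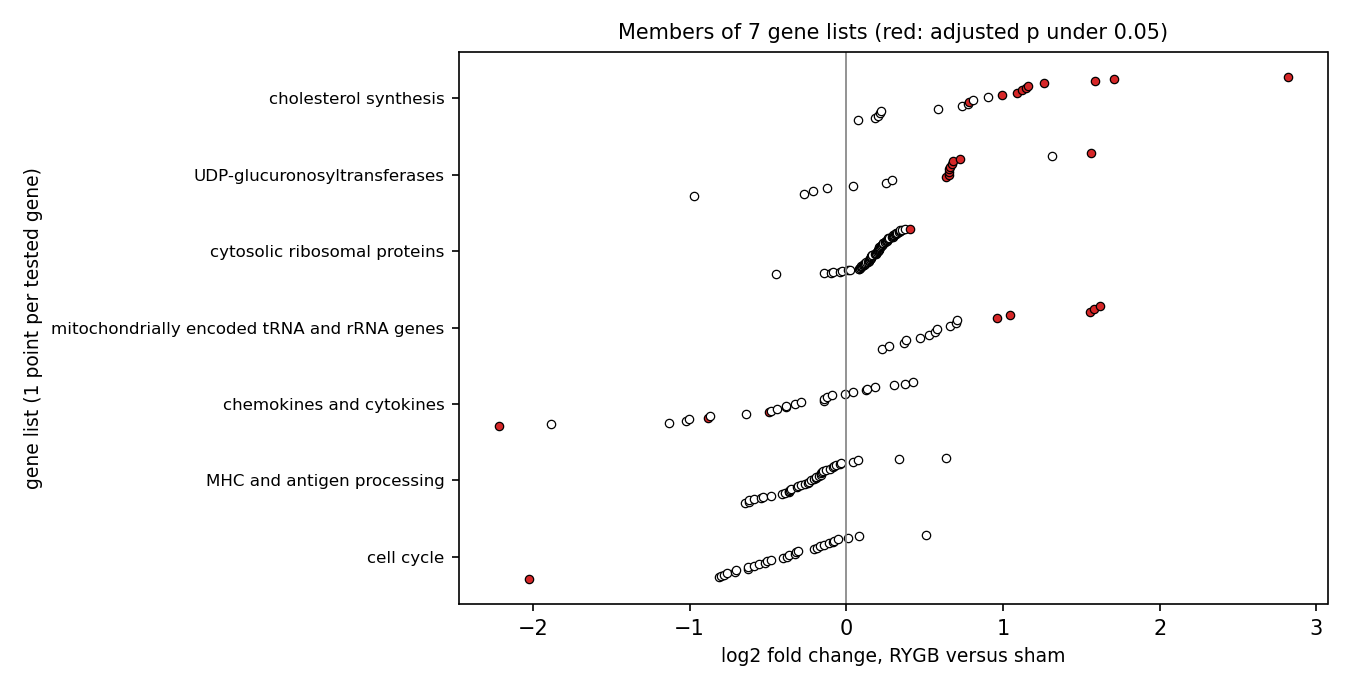
Log2 fold change of RYGB versus sham (horizontal axis) for each tested member of 7 gene lists (vertical axis), with members at an adjusted p under 0.05 in red. All 20 genes of cholesterol synthesis lie to the right of 0, 74 of 80 ribosomal protein genes lie there too with 1 in red, and 35 of 39 genes of antigen processing lie to the left with 0 in red.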

Gene set enrichment based pathway analysis revealed an upregulation of the following selected pathways (with *p.adj* ≤ 0.05): ribosome, retinol metabolism, aminoacyl-tRNA biosynthesis, biosynthesis of amino acids, and steroid biosynthesis (Figure 5a,c,e). Proinflammatory chemokines (viral protein interaction with cytokine and cytokine receptor), antigen presentation pathways and pro-apoptotic pathways (Type I diabetes mellitus) were downregulated (Figure 5b,d,f).

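Genes of antigen presentation had mostly negative log2 fold changes in RYGB versus sham, and those of the cell cycle did too. Of 39 genes of the major histocompatibility complex (MHC) and antigen processing, 35 had a negative log2 fold change, with a median of -0.22 (n = 14 and 12). In edgeR 0 of them passed an adjusted p of 0.05, also when adjusted over the list alone. Camera gave the list an adjusted p of 0.000897, with an adjusted p = 0.319 with an estimated correlation and 0.0956 in batch A alone. Psmb9, a subunit of the immunoproteasome, had a log2 fold change of -0.37 (standard error 0.153, adjusted p = 0.278), and Ctss, the lysosomal protease cathepsin S, one of 0.64 (standard error 0.201, adjusted p = 0.0792). Ctss passed when any 1 of RYGB replicates 1, 12 and 14 or sham replicates 7 and 11 was left out, with a value of 0.77 (adjusted p = 0.0240) without sham replicate 7. Of 31 genes of the cell cycle, 28 had a negative log2 fold change and 1 fell, Cdkn1a, by 2.02 (standard error 0.518, adjusted p = 0.0176; 1 gene when adjusted over the list alone). Cdkn1a encodes p21, an inhibitor of cyclin-dependent kinases, and without sham replicate 6 its log2 fold change was -1.83 (adjusted p = 0.0509). The cell cycle list had an adjusted p of 2.65e-07 from camera and an adjusted p = 0.0791 with an estimated correlation.

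Of 15 markers of Kupffer cells and macrophages, 14 had a positive log2 fold change, with a median of 0.26. In edgeR 0 genes of this list passed the adjusted p (2 when adjusted over the list alone). The marker Vsig4 came closest (log2 fold change 0.61, adjusted p = 0.0505). It passed in 13 of 42 other settings, with an adjusted p of 0.0326 in DESeq2 with batch and 0.00674 in limma. The adjusted p of the list was 0.000574 from camera, with an adjusted p = 0.319 with an estimated correlation and 0.907 in batch B alone. Of 15 markers of T and NK cells, 13 had a negative log2 fold change (median -0.26; 0 passed, also over the list alone; adjusted p of the list 0.141). All 7 markers of blood had a negative log2 fold change (median -0.74; 0 passed, also over the list alone; adjusted p of the list 0.00329, and adjusted p = 0.319 with an estimated correlation).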

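Table S1 gives 325 pathways, of which 20 have an adjusted p of at most 0.05, with 11 positive and 9 negative enrichment scores. The enrichment scores of these pathways are the paper's values. Its core enrichment lists hold the genes that lead each score, so they were chosen on these libraries and their direction is not independent evidence. Of 102 tested genes in the complete core lists with a positive score, 40 rose in RYGB (n = 14) versus sham (n = 12) at an adjusted p under 0.05 in edgeR. Of 120 tested genes in those with a negative score, 5 fell. In the core list of steroid biosynthesis 6 of 10 tested genes rose, in that of biosynthesis of amino acids 7 of 20, in that of antigen processing and presentation 0 of 32 fell, and in that of type I diabetes mellitus 0 of 25. The ribosome list is cut short in the table as obtained, and 0 of its 49 readable tested genes rose.

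The core list of aminoacyl-tRNA biosynthesis holds mainly transfer RNA genes of the mitochondrial genome rather than the enzymes that charge transfer RNA. Among these enzymes the list holds Sars2 and Tarsl2, with log2 fold changes of 0.273 and 0.165 (adjusted p = 0.848 and 0.931 from edgeR). Of its 22 genes, 19 are encoded in mitochondrial DNA, 15 were tested and 5 rose. A list of 23 mitochondrially encoded tRNA and rRNA genes was drawn up from the gene identifiers of Table S1 and so is not independent of these libraries either. Of this list 16 were tested, 5 rose and 0 fell (7 rose when adjusted over the list alone), with an adjusted p of 1.03e-12 from camera and an adjusted p = 0.0609 with an estimated correlation. Counts of Trnh, the gene of the mitochondrial tRNA of histidine, rose by 1.58 (standard error 0.211, adjusted p = 2.52e-06). Those of Trnm, the gene for methionine, rose by 1.55 (standard error 0.241, adjusted p = 3.97e-05). Both passed in batch A alone (1.49 with an adjusted p of 0.000495 and 1.26 with 0.00549). The RNA was selected by poly(A), so these counts may not measure mature tRNA, which was not tested. The median log2 fold change of the list was 1.68 in batch B (3 RYGB and 5 sham libraries) and 0.20 in batch A (11 and 7 libraries). The 3 batch B RYGB libraries also had lower total counts (9110860 to 13941960) than every batch B sham library. Their share of mitochondrial counts was higher (0.593% to 1.5%, against 0.161% to 0.411%). Of the 13 protein genes of the mitochondrial genome 0 were found by symbol. This share may therefore rest on the genes of the list and is not separate evidence. Without the batch term the adjusted p of the list was 0.129 and that of Trnh 0.199, with a log2 fold change of Trnh of 1.23. A list of 43 genes held the aminoacyl-tRNA synthetases, the enzymes themselves, with Pstk, a tRNA kinase, among them. Of these genes 0 rose and 1 fell (1 when adjusted over the list alone), and the adjusted p of the list was 0.259. This gene, Tars, the threonyl-tRNA synthetase, fell by 0.66 (standard error 0.154, adjusted p = 0.00754).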

See Table S1 for the pathways analyzed and their statistics.

## 4. Discussion

### 4.1. Treatment Effects Regarding Steatosis Are Comparable between Liraglutide+PYY_3-36_ and RYGB

Using a controlled study design, we have demonstrated the promising potential of the combined regime (liraglutide+PYY_3-36_) as an alternative to RYGB in the treatment of obesity, as shown in a previous publication [31] and as summarized in the introduction. As obesity is strongly associated with NAFLD [2,3,4,5] and its reduction with subsequent improvement of liver inflammation and fibrosis [48], we performed a histological evaluation of this condition: In our study, hepatocellular steatosis was significantly reduced in the RYGB- and all medical treatment groups; most prominently in the RYGB group. As RYGB as well as liraglutide+PYY_3-36_ treated animals show a significantly reduced overall food intake and a reduced high-fat preference [31], composition of consumed diet and total energy intake undoubtedly is a relevant cause for the improved liver health in these treatment groups.

Although leading to a more pronounced body weight loss [31], the impact of the combination therapy of liraglutide+PYY_3-36_ on liver steatosis did not differ from liraglutide monotherapy. However, another point worthy of note is that PYY_3-36_-monotherapy treated animals did not show alterations of caloric intake and body weight compared to respective control [31] but presented with mitigated NAFLD as well—a novel finding, which we will pursue in the future using a high-affinity Y2-receptor-agonist.

### 4.2. RYGB Controls Metabolic Dysregulation

In addition to the fact that NAFLD or its progression to NASH must be reversed or halted if increased mortality from liver-related events such as hepatic decompensation or hepatocellular carcinoma is to be prevented [49,50,51], control of metabolic dysregulation must also be sought. First, adipose tissue dysfunction has to be reverted as it not only orchestrates these changes in liver and beyond but also may be central in disease development [2,6,7]. Second, insulin resistance has to be overcome as it is the strongest predictor of progressive metabolic disease [52].

Our animals fall into this critical treatment period, showing pronounced steatosis without fibrotic changes in the histological assessment. Inflammatory activity in histology and RT-qPCR and therefore NASH was not yet present. After four weeks of treatment, control of adipose tissue dysfunction in the RYGB-treated animals was seen, as the adiponectin/leptin ratio significantly increased (Figure 2c), which is consistent with recent publications [32,33,53]. In contrast, the animals treated conservatively with combination therapy only showed a significant (and somewhat less pronounced) decrease in their leptin—without a significant change in their adiponectin levels—resulting in a slight non-significant increase in this ratio (Figure 2a–c). Insulin resistance appears to be improved by RYGB (Figure 2d), as this procedure usually does [13,17,18]. Although, the HOMA index was formally not significantly reduced due to high standard deviation. However, this effect appears to be apparently smaller in the liraglutide+PYY_3-36_ group compared to saline. Although proven by histology, NAFLD was not accompanied by altered transaminase levels (ASAT and ALAT). This supports the mostly negative recommendation of international NAFLD guidelines regarding screening by these parameters [54]. The performance of this non-invasive test seems limited [55] even in the case of advanced fibrosis in NAFLD patients [56], and up to 80% of human NAFLD patients may have normal ALAT levels [57]. Interestingly, only RYGB led to a high amount of differentially regulated genes compared to sham, as measured via RNA sequencing of liver samples (Figure 4). This probably underlines the high potential of RYGB as a multi-target intervention. 

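Acsf2, an acyl-CoA synthetase, and Tfrc responded differently to RYGB and to liraglutide+PYY_3-36_ when the difference between the 2 effects was tested. Acsf2 had a log2 fold change of 1.44 in RYGB (n = 14) versus sham (n = 12) and of -0.11 in liraglutide+PYY_3-36_ (n = 11) versus saline (n = 8), a difference of 1.55 (standard error 0.235, adjusted p = 0.000349 from edgeR). For Tfrc the difference was 1.85 (standard error 0.346, adjusted p = 0.0167), and its effect of RYGB, 1.47 in all libraries, was 0.57 in batch B alone. Acsf2 was chosen after its values were seen. These were the 2 genes of 16508 that passed in edgeR, and DESeq2 called 45 and limma 46. Between RYGB and PYY_3-36_ 12 genes differed, 8 with a higher and 4 with a lower effect of RYGB (66 in DESeq2 and 144 in limma; 2 in edgeR without the batch term). Other splits of the libraries gave up to 1429 genes for this test. The effect on Sqle differed by 4.52 (standard error 0.871, adjusted p = 0.0142), with a log2 fold change of -1.70 in PYY_3-36_ versus saline. Between RYGB and liraglutide 0 genes passed in edgeR, 1191 had an unadjusted p under 0.05, and DESeq2 called 40 and limma 101. Without the 6 libraries that lay apart, the 3 counts from edgeR were 5, 55 and 25.

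In sham versus saline, the 2 placebo groups, 0 genes passed in edgeR, 310 had an unadjusted p under 0.05, and limma called 3. At the preset correlation 6 of 35 lists passed in camera, with fatty acid synthesis (adjusted p 1.60e-09), ER stress and protein folding (6.11e-06; 21 of 27 genes positive), cholesterol synthesis (0.0129) and SREBP2 targets (0.0212) up, and interferon-stimulated genes (0.00378) and markers of Kupffer cells (0.00586; 13 of 15 genes negative) down in sham. With the estimated correlation 0 lists passed (0.249 for fatty acid synthesis, 0.492 for ER stress), nor did any with fry. The ER and Kupffer lists had the opposite directions in RYGB versus sham, which uses the same sham libraries. From the high number of genes changed after RYGB alone, the paper proposes that this probably reflects a high potential of RYGB as a multi-target intervention.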

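The chemokine Cxcl12, which attracts leukocytes through the receptor Cxcr4, was at 196 ± 81.1 CPM (SD, n = 14) after RYGB and at 341 ± 121 (SD, n = 12) after sham surgery and fell by 0.88 on the log2 scale (standard error 0.200, adjusted p = 0.00578 from edgeR). Ccl9 was at 507 ± 104 CPM (SD, n = 14) after RYGB and at 688 ± 142 (SD, n = 12) after sham surgery and fell by 0.49 (standard error 0.122, adjusted p = 0.0129). Ccl22, a ligand of Ccr4, was near the detection limit at 0.200 ± 0.117 CPM (SD, n = 14) and 1.11 ± 1.69 (SD, n = 12) and fell by 2.22 (standard error 0.511, adjusted p = 0.00658). Of 27 tested genes in a list of chemokines and cytokines, 20 had a negative log2 fold change, 3 fell and 0 rose (5 fell when adjusted over the list alone). The list had an adjusted p of 5.85e-05 from camera and an adjusted p = 0.0714 with an estimated correlation. In the core list of the pathway in Table S1, chosen on these libraries, the same 3 genes fell of 13 tested. Il12b, a subunit of interleukin-12, had a log2 fold change of -1.89 (standard error 0.563, adjusted p = 0.0571) and passed when any 1 of RYGB replicate 4 and sham replicates 1, 2, 3, 5, 8, 9 and 10 was left out (adjusted p 0.0435 to 0.0494). The call of Ccl22 was lost in batch A alone (-1.43, adjusted p 0.0760) and that of Ccl9 without the batch term (-0.44, adjusted p 0.0585). For Il1b, the interleukin-1 beta gene, it was -0.29 (standard error 0.195, adjusted p = 0.672).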

The downregulated pathway “viral protein interaction with cytokine and cytokine receptor“ shows mainly down-regulated chemokines in RYGB vs. sham (Figure 5d). This underlines possible positive effects of RYGB on liver health, as population-based studies indicate that elevation of proinflammatory chemokines may be associated with NAFLD [58,59]. The “Type I diabetes mellitus” pathway shows mainly downregulated MHC class I genes and apoptosis genes such as *Fas*, *Faslg*, *Tnf* (not confirmed in RT-qPCR) (Figure 5f). This could indicate that RYGB reduces the effect of the immune system as a driver of NAFLD [60,61]. 

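The MHC class I genes RT1-CE5 and RT1-CE3 had log2 fold changes of -0.53 (standard error 0.220, adjusted p = 0.275) and -0.62 (standard error 0.285, adjusted p = 0.367) in RYGB (n = 14) versus sham (n = 12). RT1-CE5 was at 108 ± 38.1 CPM (SD, n = 14) after RYGB and at 154 ± 56.2 (SD, n = 12) after sham surgery. Reads that match several of these similar genes were divided between them. Fas, a death receptor, was at 6.21 ± 1.37 CPM (SD, n = 14) after RYGB and at 7.25 ± 1.53 (SD, n = 12) after sham surgery, a log2 fold change of -0.20 (standard error 0.169, adjusted p = 0.779 from edgeR). Faslg, its ligand, was near the detection limit in both groups, with a log2 fold change of -0.83 (standard error 0.429, adjusted p = 0.468). Tnf, which encodes tumor necrosis factor, did not pass the filter on low counts, with 22 counts over the 14 RYGB libraries and 33 over the 12 sham libraries, and at this depth only a large difference would be detectable. Tested without the filter, Tnf had a log2 fold change of -0.86 (standard error 0.452, adjusted p = 0.545). Of 22 tested genes of apoptosis, 15 had a negative log2 fold change and 0 passed the adjusted p in edgeR, also when adjusted over the list alone (adjusted p of the list 0.271 from camera). Bid, a pro-apoptotic protein of the Bcl-2 family, had a log2 fold change of -0.22 (standard error 0.093, adjusted p = 0.284), while Bcl2l11 and Tnfsf10, which also promote apoptosis, had positive values of 0.53 (standard error 0.206, adjusted p = 0.217) and 0.45 (standard error 0.210, adjusted p = 0.383).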

Retinol metabolism is known to be disturbed in NAFLD [62,63]. Although, it is unclear if this is a cause or consequence of this disease. 

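Aldh1a1, a retinal dehydrogenase, was at 316 ± 77.7 CPM (SD, n = 14) after RYGB and at 144 ± 66.5 (SD, n = 12) after sham surgery and rose by 1.08 on the log2 scale (standard error 0.285, adjusted p = 0.0230 from edgeR). In liraglutide+PYY_3-36_ (n = 11) versus saline (n = 8) its log2 fold change was 0.45 (adjusted p = 0.620 from edgeR). Without sham replicate 5 the effect of RYGB on Aldh1a1 was 1.00 (adjusted p = 0.0535). Of 26 tested genes in a list of retinoid metabolism, Aldh1a1 was the 1 gene that rose, also when adjusted over the list alone, and 0 fell (adjusted p of the list 0.240 from camera). This list was set before the counts were examined. It shares Aldh1a1, Aldh1a7 and Adh4 with a core list of Table S1 and so is not independent of these libraries. In the core list of retinol metabolism in Table S1, chosen on these libraries, 17 of 30 tested genes rose, among them the Ugt1a genes and cytochromes P450. Cyp1a1, a cytochrome P450 of the aryl hydrocarbon response, rose by 3.30 (standard error 0.605, adjusted p = 0.000427), and Cyp4a2, a fatty acid hydroxylase, by 1.64 (standard error 0.431, adjusted p = 0.0225; 1.56 with an adjusted p of 0.0542 without RYGB replicate 13). Cyp2c22, another cytochrome P450, fell by 1.04 (standard error 0.237, adjusted p = 0.00575), and had a log2 fold change of -0.75 (adjusted p = 0.212) without the batch term.

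The 206 genes past both thresholds in RYGB versus sham were then followed as a set in each drug treatment, which share no library with that comparison. In liraglutide+PYY_3-36_ versus saline 152 of them (73.8%) lay on the same side of 0, with a slope of 0.226 across genes, and fry, which tests whether a signed set moves one way, gave p = 0.00666. The share was 78.9% in batch A alone (157 of the 199 genes of the set that were tested there, fry p = 0.0106) and 56.8% in batch B alone (109 of 192 genes, fry p = 0.240), and the difference between the batches, tested after these values were seen, had a fry p of 0.256. Batch A holds 6 liraglutide+PYY_3-36_ and 3 saline libraries, as many animals as the paper states were fed for longer in these groups; whether they are the same animals is not given. If they are, longer feeding was alike in both groups of the batch, and whether it changed the effect of treatment was not tested. In PYY_3-36_ the share was 44.7% (fry p = 0.965) and in liraglutide 64.6% (fry p = 0.178), or 48.8% of the same genes without the 6 libraries that lay apart. Adjusted over these 3 tests, the p-values were 0.0200, 0.965 and 0.267, in this order, and the genes of the set are not independent of each other.

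**Figure D3:**
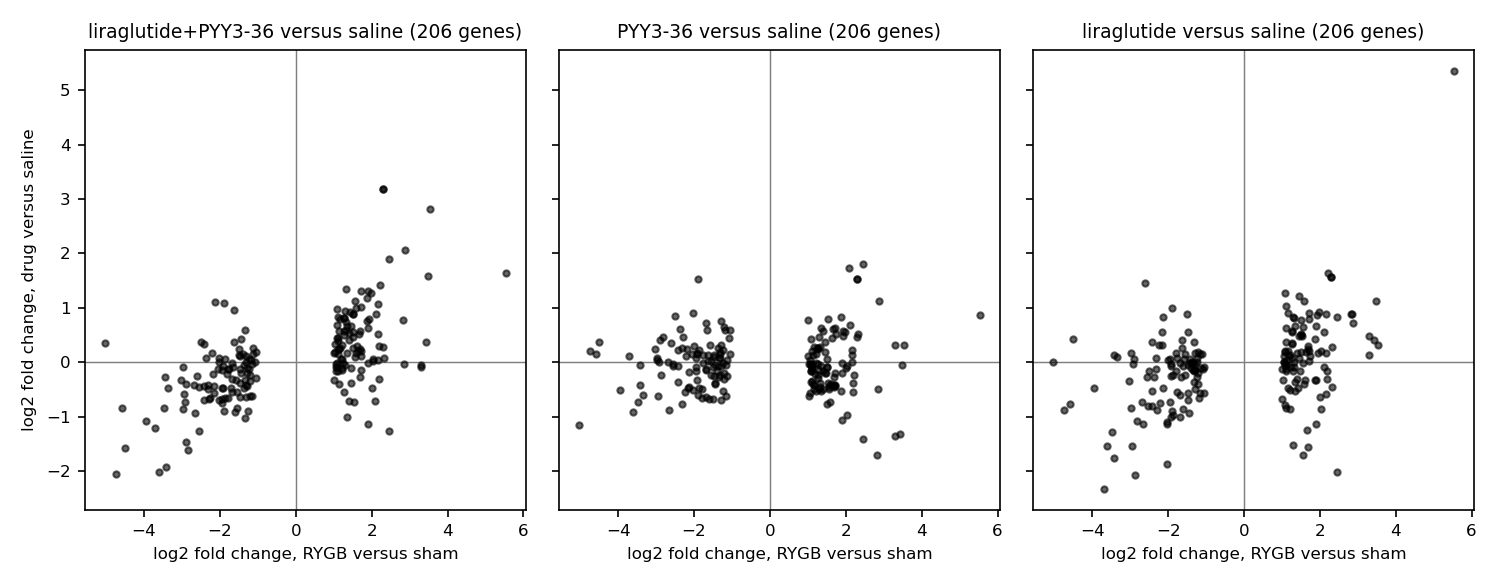
Log2 fold change in each drug treatment versus saline (vertical axes) against that in RYGB versus sham (horizontal axes) for the 206 genes past both thresholds in RYGB versus sham, 1 point per gene. In liraglutide+PYY_3-36_ 152 points lie in the lower left or upper right of the panel, in PYY_3-36_ 92 and in liraglutide 133.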

To the best of our knowledge, for the first time, we can link these changes to RYGB specifically, as there was no relevant number of up- or downregulated genes in animals under an (in terms of body weight loss) equally effective medical treatment (liraglutide+PYY_3-36_) (Figure 4). Further studies have to go more into detail regarding this finding. In contrast to previous works suggesting an influence of liraglutide on liver ER stress pathways [64], we found no differentially regulated genes in the liraglutide-treated animals. However, the effectivity of liraglutide is shown, as treated animals lost weight [31].

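Hspa5, the main chaperone of the endoplasmic reticulum (ER), was at 529 ± 108 CPM (SD, n = 5) in liraglutide and at 546 ± 170 (SD, n = 8) in saline treated animals. Of 27 tested genes of ER stress and protein folding, 18 had a positive log2 fold change in liraglutide versus saline, with a median of 0.06. In edgeR 0 of them passed an adjusted p of 0.05 (adjusted p of the list 0.579 from camera). The 1 gene that passed among 16508 was Igfbp2, with a log2 fold change of 5.35 (standard error 0.885, adjusted p = 0.00261 from edgeR). Its level was 296 CPM in liraglutide replicate 4 and 1.68 to 4.60 CPM in the other 4 liraglutide libraries. Without liraglutide replicate 4 the log2 fold change of Igfbp2 was 0.94 and 0 genes passed in edgeR, with 316 at an unadjusted p under 0.05. Leaving out liraglutide replicate 2 gave 3 genes, with 1997 at an unadjusted p under 0.05, and leaving out replicate 3 gave 2. In the full comparison 846 genes had an unadjusted p under 0.05, DESeq2 called 2 genes, Igfbp2 and Plin3, and limma 0. In RYGB versus sham, the ER list had 22 of 27 genes with a negative log2 fold change and 0 past the adjusted p in edgeR (5 fell when adjusted over the list alone). Its adjusted p was 0.000243 from camera, and it had an adjusted p = 0.305 with an estimated correlation. Hspa5 had a log2 fold change of -0.46 there (adjusted p = 0.108 from edgeR). It passed in 4 of 42 other settings, among them limma (-0.49, adjusted p = 0.00638).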

Additionally, as both treatments (liraglutide+PYY_3-36_ and RYGB) had shown comparable effects on weight reduction, food intake, preference [31] and hepatic steatosis (Figure 1), this might indicate that the effects in the RYGB group are the consequence of the known sudden but long-lasting change in physiology, whereas the effects of the liraglutide+PYY_3-36_ treatment reflect an ongoing gradually building drug effect.

### 4.3. Limitations and Strengths of the Present Study

The short follow-up period of 4 weeks is a limitation of the present study, eventually preventing a more precise statement about the different effects on metabolic parameters of combined drug versus surgical treatment. Furthermore, the HOMA index alone is inferior to functional glucose tolerance measurements. Using both methods would have allowed a more accurate statement regarding the insulin resistance of the animals. Moreover, the animal model of HFD-induced obesity in rats contains distinct advantages and disadvantages: on the one hand, rats on HFD develop marked obesity within a short period of time and show greater biochemical similarities with humans, especially compared to mice [65,66]. Furthermore, compared to diets with modified amino acids or genetic models of adiposity, HFD-models mimic the Western diet, which is seen as one of the most relevant drivers of the obesity pandemic [67,68,69]. On the other hand, animals under HFD usually do not show advanced fatty liver disease states such as with severe inflammation or marked fibrotic changes of the liver, as found in human alimentary NAFLD/NASH, even after longer feeding periods, although inflammatory aspects of progressive NAFLD can be detected [66]. Our experimental animals were obese, with a bland NAFLD and metabolic impairment indicative of an early stage of the disease. To further investigate the effects of the treatments used on more advanced forms of fatty liver disease, further research on more advanced NASH animal models is warranted; combined HF + high sugar diets over an extended time frame seem to induce more inflammatory and fibrotic changes [66]. For these reasons, the present study is less meaningful concerning the more advanced inflammatory form of fatty liver disease. Given the 3R-Principle, we kept the number of study groups in this exploratory pilot study at its minimum, balancing animal suffering and the significance of results as described [31]. This might negatively influence statistical power on some occasions.

### 4.4. Synopsis

The unabated obesity pandemic will dramatically increase the burden of associated diseases, especially NAFLD and NASH in the near future [2,4,5,67,70,71,72,73]. Time is pressing to implement effective socio-economic measures in terms of primary prevention—many of which could also help mitigate another problem synergistically interconnected with global malnutrition: the climate crisis, one part of the global “Syndemic” [74]. Therefore, while obesity rates continue to rise, effective treatment options are still rare and, similar to bariatric surgery, limited to a relatively small group of people. For this reason, the need for effective conservative treatment options for NAFLD is greater than ever, but to date, none are approved [23,75]. We present here the data from one of the first controlled animal studies on the attenuation of histological NAFLD and metabolic parameters by combined administration of PYY_3-36_ and liraglutide. While the effects of liraglutide+PYY_3-36_ on NAFLD are comparable to the effects of RYGB, liraglutide+PYY_3-36_ has no significant effect on metabolic markers, contrary to RYGB. Further studies are needed to clarify whether there exists a gradually building drug effect that is beyond the scope of this study with its 4-week follow-up-period.

## Figures and Tables

**Figure 1:**
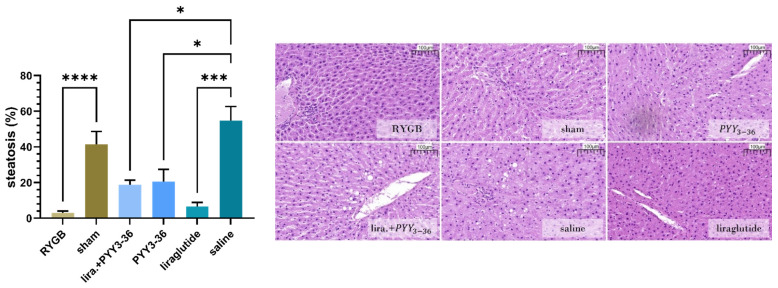
RYGB, PYY_3-36_ and/or liraglutide significantly improved liver steatosis. Steatotic load as percent (%) of liver cells affected by macrovesicular and microvesicular fat deposits of RYGB (*n* = 14), sham (*n* = 13), liraglutide+PYY_3-36_ (*n* = 5), PYY_3-36_ (*n* = 5), liraglutide (*n* = 5) and saline (*n* = 5). Levels of significance: * *p* ≤ 0.05, *** *p* ≤ 0.001 and **** *p* ≤ 0.0001. Data are presented as mean ± standard error of the mean. Scale inserted on histologic slides represent 100 μm; 20 × magnification.

**Figure 2:**
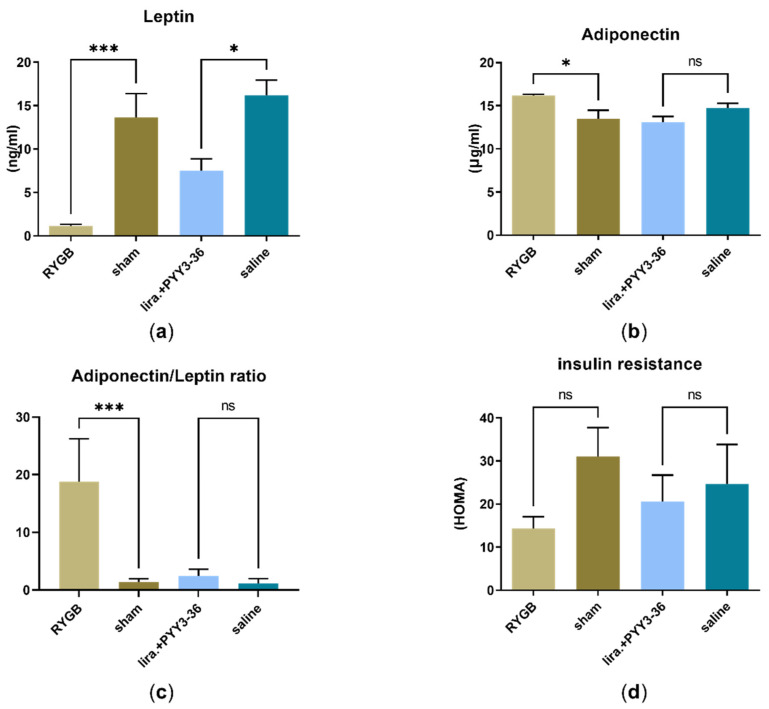
Metabolic improvements in RYGB vs. sham and liraglutide+PYY_3-36_ vs. saline: (**a**) Leptin (ng/mL) (RYGB: *n* = 8; sham: *n* = 10; liraglutide+PYY_3-36_: *n* = 11; saline: *n* = 7), (**b**) adiponectin (μg/mL) (RYGB: *n* = 10; sham: *n* = 7; liraglutide+PYY_3-36_: *n* = 6; saline: *n* = 4), (**c**) adipose tissue dysfunction (adiponectin/leptin ratio) (RYGB: *n* = 4; sham: *n* = 4; liraglutide+PYY_3-36_: *n* = 6; saline: *n* = 2) and (**d**) insulin resistance (HOMA) (RYGB: *n* = 4; sham: *n* = 7; liraglutide+PYY_3-36_: *n* = 5; saline: *n* = 4). Levels of significance: * *p* ≤ 0.05 and *** *p* ≤ 0.001. Data are presented as mean ± standard error of the mean.

**Figure 3:**
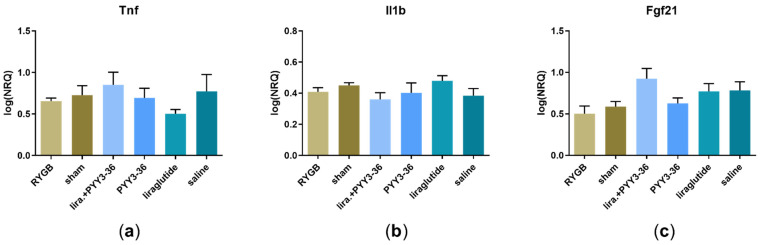
RT-qPCR assessment of the inflammatory markers in liver samples (**a**) *Tnf* (RYGB: *n* = 8; sham: *n* = 4; liraglutide+PYY_3-36_: *n* = 3; PYY_3-36_: *n* = 3; liraglutide: *n* = 3; saline: *n* = 2), (**b**) *Il1b* (RYGB: *n* = 8; sham: *n* = 8; liraglutide+PYY_3-36_: *n* = 4; PYY_3-36_: *n* = 4; liraglutide: *n* = 5; saline: *n* = 3) and (**c**) *Fgf21* (RYGB: *n* = 8; sham: *n* = 9; liraglutide+PYY_3-36_: *n* = 5; PYY_3-36_: *n* = 5; liraglutide: *n* = 4; saline: *n* = 3) as log-transformed normalized relative quantities (NRQs). Data are presented as mean ± standard error of the mean.

**Figure 4:**
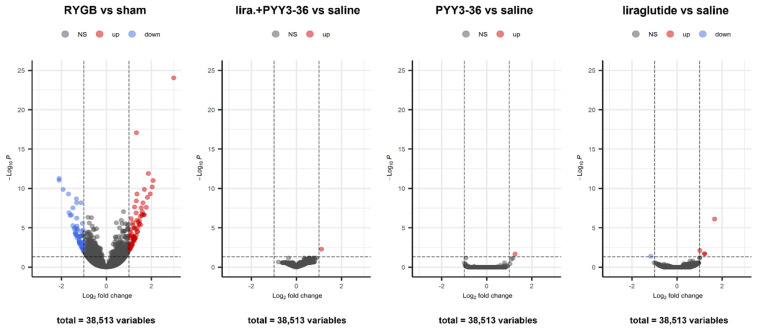
Volcano plots of differentially expressed genes in liver samples of RYGB vs. sham-treated animals, liraglutide + PYY_3-36_ vs. saline treated animals, PYY_3-36_ vs. saline treated animals and liraglutide vs. saline treated animals (RYGB: *n* = 14; sham: *n* = 12; liraglutide+PYY3-36: *n* = 11; PYY3-36: *n* = 5; liraglutide: *n* = 5; saline: *n* = 8).

**Figure 5:**
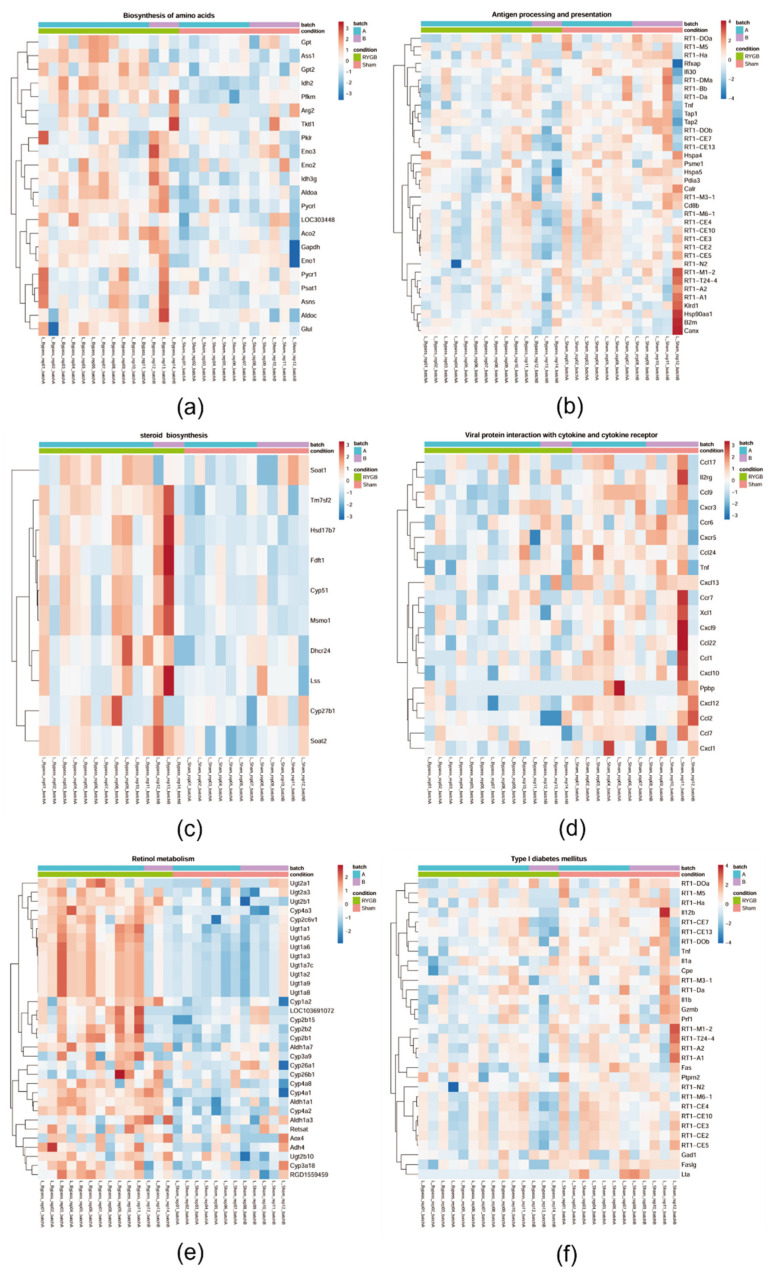
Heatmaps depicting gene expression levels in liver samples of RYGB vs. sham-treated animals for the GSEA-based core enrichment of selected significantly up- (**left**) or down-regulated (**right**) KEGG pathways (*p.adj* ≤ 0.05). Expression values represent row-wise z-scores of VST-transformed read counts with higher expressed genes in red and lower expressed genes in blue. GESA, gene set enrichment analysis. (**a**) biosynthesis of amino acids, (**b**) antigen processing and presentation, (**c**) steroid biosynthesis, (**d**) viral protein interaction with cytokine and cytokine receptor, (**e**) retinol metabolism and (**f**) type I diabetes mellitus.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE192425 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192425) (last accessed on 28 December 2021). A token (for reviewers) can be obtained from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jcm11030753/s1. Table S1: Results of KEGG pathway mapping on the basis of the comparison of liver mRNA results in RYGB vs. sham-treated animals. Figure S1: Schematic representation of the study groups, interventions and exclusion causes.

# Supplementary material for: Liraglutide + PYY3-36 Combination Therapy Mimics Effects of Roux-en-Y Bypass on Early NAFLD Whilst Lacking-Behind in Metabolic Improvements
**Source:** J Clin Med. 2022 Jan 30;11(3):753. doi: 10.3390/jcm11030753
**Supplement:** Supplementary file 1

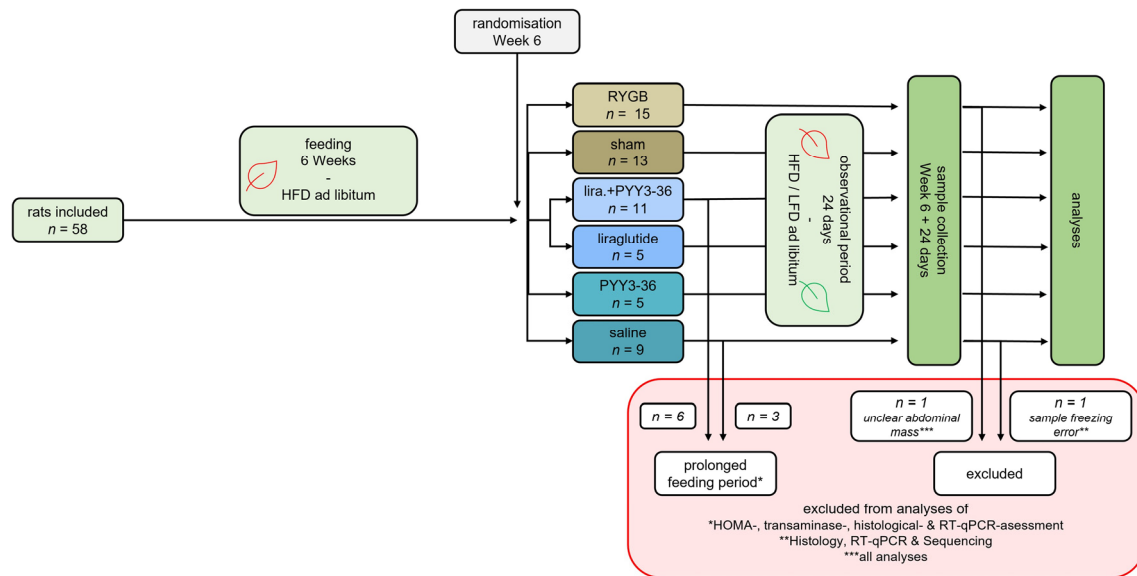

**Supplementary Figure S1** | Schematic representation of the study groups, interventions and exclusion causes

How the deposited data were processed for this re-analysis (not part of the article)

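Liver RNA of 69 rats was sequenced, and 55 of the libraries belong to the 6 groups the paper compares, namely RYGB (n = 14), sham (n = 12), liraglutide+PYY_3-36_ (n = 11), PYY_3-36_ (n = 5), liraglutide (n = 5) and saline (n = 8). The other 14 libraries are labelled BWM (n = 8) and Lean (n = 6), and the paper's text does not describe these groups. The deposited values are estimated counts per gene, which the authors made with bcl2fastq 2.20.0.422, cutadapt 2.5, STAR 2.7.2b on the rat genome Rnor_6.0 with its RefSeq annotation, and featureCounts 1.6.4. With the options the authors used, a read that matched several places or several genes was divided between them, so that 15.9% of the values were not whole numbers. The values were not normalized by the authors. Reads of genes with shared exons, such as the Ugt1a cluster, or with similar sequences, such as MHC class I genes, are therefore divided among the members.

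The counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with edgeR's filterByExpr, which kept 16508 of 38513 genes for the 6 groups and 16676 for all 8. Libraries were scaled by TMM, and a robust quasi-likelihood model with a term for each group and for batch, as given by the labels, was fitted once to the 55 libraries. BWM and Lean were compared in a second fit of all 69 libraries. CPM values of the 6 groups are from the first fit, and those of BWM and Lean from the second. A gene was counted as changed at an adjusted p under 0.05 (Benjamini and Hochberg), and the counts were also given with an absolute log2 fold change of at least 1, the thresholds of the paper. Comparisons were RYGB versus sham, each drug treatment versus saline, sham versus saline, and the difference between the effect of RYGB and that of each drug treatment. All drug comparisons share the 8 saline libraries, and the comparisons of RYGB, BWM and Lean with sham share the 12 sham libraries.

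Gene lists were tested with camera in limma 3.58.1 at its preset correlation between genes of 0.01, with p-values adjusted over the 35 lists with at least 3 tested members, and again with the estimated correlation and with fry. Camera asks whether the genes of a list differ from all other genes, and fry whether they move, on balance, one way. The lists reported are cholesterol synthesis, UDP-glucuronosyltransferases, cytosolic ribosomal proteins, mitochondrially encoded tRNA and rRNA genes, aminoacyl-tRNA synthetases, amino acid synthesis and ATF4 targets, chemokines and cytokines, MHC and antigen processing, apoptosis, cell cycle, retinoid metabolism, ER stress and protein folding, and markers of Kupffer cells, T and NK cells and blood. The other lists and their results are given among the additional observations. The 206 genes past both thresholds in RYGB versus sham were followed as a signed set in each drug comparison with fry. The core enrichment genes of Table S1 were counted by direction and call.

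The genes named were chosen by a rule. It takes the 12 highest and the 12 lowest log2 fold changes in RYGB versus sham among genes past both thresholds with an average log2 CPM of at least 1, with at most 4 unnamed loci in each direction, and every gene called in a drug comparison where there were 10 or fewer. It also takes the genes the paper names, the 4 members of each list with the lowest p, members needed as a counter-example, and for BWM and Lean the 5 largest changes in each direction. Not every gene under the rule is printed. Plin3, Acsf2, Abcb1b and Tmod3 lie outside it.

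Total counts per library ranged from 9110860 to 27559144 (median 20786580) in the 55 libraries. The test was tried on simulated data with the group sizes and batches of the study. It called 34.8% of genes with a true 1.5-fold change and 99.5% with a 4-fold change in RYGB versus sham, 26.4% and 99.0% in liraglutide+PYY_3-36_, 6.97% and 89.4% in PYY_3-36_, and 12.4% and 87.9% in liraglutide versus saline.

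The alternatives tried were DESeq2 1.42.0 with and without the batch term, limma-voom with sample quality weights, DESeq2's size factors in place of TMM, no filter on low counts, unrounded counts, no robust estimation, no batch term, fits of only the groups compared or of all 8 groups, 2 surrogate variables from sva 3.50.0, the replicate number as a block, each batch alone, leaving out each library in turn, and leaving out RYGB replicate 13 and sham replicate 12 together, which stand apart in the paper's Fig. 5. The log2 fold changes of DESeq2 were shrunken by its prior, as in the paper's methods, and those of edgeR were not, so a fold threshold of 1 is stricter in DESeq2. Leaving out the 6 batch B libraries that lay apart on the first principal component, with the RYGB genes called anew or kept, was added after seeing the data, as were the RYGB genes in batch A alone and the alternatives for the core genes of Table S1. The 13 protein genes of the mitochondrial genome were listed by symbol, 0 of the symbols were found among the deposited gene names, and this list was not analysed, and lists of pancreas and gut markers had under 3 tested members. Pathway enrichment was not recomputed, since the annotation of pathways was not at hand. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.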

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

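The tests of Igfbp2 against the libraries that lie apart on the first principal component were chosen after its values were seen, and the test of a mislabelled library was set before.

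In 35 groups of 4 to 10 libraries and values, 6 had a library far from the others of its group. The rule flags about 1 in 20 groups by chance, a rate that may not hold for skewed values such as CPM. In each of the 6 the library had the highest value, so their number is not evidence of an excess. On the first principal component Lean replicate 1 was at -3.4 and the other 5 Lean libraries between -36.1 and -25.7, and PYY_3-36_ replicate 5 was at 159 and the other 4 between 14.5 and 31.6. For Cyp2b1, BWM replicate 8 had 53.9 CPM and the other BWM libraries 6.12 to 27.2. For Igfbp2, BWM replicate 8 had 5.83 CPM (others 0.856 to 2.58), Lean replicate 5 had 7.20 (others 0.144 to 2.58) and liraglutide replicate 4 had 296 (others 1.68 to 4.60).

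The Igfbp2 value of liraglutide replicate 4 lies among those of RYGB libraries (17.5 to 398 CPM). A mean signed log2 CPM over the 206 RYGB genes was taken relative to sham libraries of the same batch. If the library were a mislabelled RYGB library, this score would be at least that of the lowest RYGB library. It was 0.64 against 1.07 to 2.20 in RYGB, which argues against a mislabelled library. The 206 genes were called on these RYGB libraries, so the range in RYGB is not independent of the call. The score of 0.64 was above every other drug-treated library (-0.15 to 0.51) and below BWM replicate 8 (0.71). Of the other 5 libraries that lie apart on the first principal component, 4 had an Igfbp2 CPM above every other batch B library outside RYGB, so that whatever sets these libraries apart may raise Igfbp2. Their highest value was 9.31 CPM, below the lowest RYGB library, so this does not account for the size of the value in liraglutide replicate 4; the criterion for size was written after these values were seen. No biological explanation was tested, and the source of the value stays open.

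Between the effects of RYGB and liraglutide+PYY_3-36_ 2 genes differed when the difference was tested in edgeR, Acsf2 and Tfrc. Between RYGB and PYY_3-36_ 12 genes differed, among them Abcb1b, a drug efflux pump chosen after its values were seen, with a log2 fold change of -1.23 in RYGB versus sham and of 3.34 in PYY_3-36_ versus saline (difference -4.57, standard error 1.003, adjusted p = 0.0467). In PYY_3-36_ versus saline edgeR did not call it (adjusted p = 0.584), nor did limma or DESeq2 without batch, and DESeq2 with batch did (shrunken log2 fold change 1.22, adjusted p = 0.0384). The paper does not report these tests. In other splits of the libraries, within batch, the highest number for the first of these tests was 1, against 2 in the real split. With 60 splits and this small margin, chance is unlikely but not excluded. For PYY_3-36_ it was 1429, so chance cannot be excluded for the 12 genes. A number that far above 12 may reflect a structure of the samples, which was not tested.

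The BWM and Lean libraries, all of batch A, are not analysed in the paper's text. In BWM (n = 8) versus sham (n = 12), 7 genes passed an adjusted p of 0.05 in edgeR. Among them Sqle had a log2 fold change of 2.76 (standard error 0.488, adjusted p = 0.00204) and Cyp51, the lanosterol demethylase, 1.72 (standard error 0.296, adjusted p = 0.00161). In RYGB (n = 14) versus BWM, 212 genes passed, and Hamp fell by 3.58 (standard error 0.458, adjusted p = 1.14e-06). In Lean (n = 6) versus sham, 102 genes passed, 80 higher and 22 lower, and Pnpla3, a lipid droplet protein, had a log2 fold change of 5.20 (standard error 0.965, adjusted p = 0.00121). The highest numbers in other splits were 1, 32 and 26, so chance can be excluded for each of these 3 comparisons.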

How the results depend on the processing

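Leaving out the 6 batch B libraries that lay apart was chosen after seeing the data, as were the RYGB genes in batch A alone, the same RYGB genes without these 6 libraries and the alternatives for the Table S1 genes. Directions were compared only where at least 1 of the 2 values passed its threshold. Of the counts and of the share of RYGB genes on the same side under other settings, 135 stayed within 1.5 times the value or on their side of the test, 66 moved and 1 no longer passed. Among gene list results in RYGB versus sham 204 kept direction and side, 35 no longer passed, 4 newly passed and 2 turned, and in the drug comparisons these numbers were 416, 91, 15 and 3. Among the single genes followed under other settings they were 873, 88, 30 and 2. These genes include some that the text does not name and lack some that it does. With 1 library left out at a time, 1543 gene results kept direction and side, 13 no longer passed, 26 newly passed and 0 turned.

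In RYGB versus sham (408 genes, 206 with the fold threshold), leaving out 1 library gave 324 to 449 genes, and 168 to 218 with the fold threshold. DESeq2 with batch gave 133 with the fold threshold. Limma gave 1503 and 311, 2 surrogate variables 1150, the replicate block 203, batch A alone 860, batch B alone 24 and 24, and the libraries without the 6 apart 735. Batch B alone has 3 RYGB libraries. Limma called 79 genes of the Table S1 core lists in the direction of their score, against 45 in edgeR.

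In liraglutide+PYY_3-36_ versus saline (0 genes in edgeR), DESeq2 with batch gave 3 genes, 2 with the fold threshold, limma 22 and 13, the fit of all 8 groups 1 and 1, and 2 surrogate variables 1. Leaving out 1 library gave 0 to 1 with and without the fold threshold, and the 1 gene appeared without liraglutide+PYY_3-36_ replicate 5 or saline replicate 2. In PYY_3-36_ versus saline (0 genes), DESeq2 with batch gave 1 and 1 and limma 1 and 1, and leaving out 1 library gave 0 to 0. The replicate block gave 7576 and 6674 there, from 8 libraries with 2 residual degrees of freedom, and the replicate numbers do not pair the animals, since 0 of 4 pairs correlated best with their own number. In liraglutide versus saline (1 gene), DESeq2 with batch gave 2, limma 0 and 0, the fit of only the groups compared 0 and 0, the replicate block 0 and 0, batch B alone 0 and 0, the libraries without the 6 apart 0 and 0, and 2 surrogate variables 1 gene, 0 with the fold threshold. That gene was Tmod3 (log2 fold change -0.64, adjusted p = 0.0233), and Igfbp2 lost its call there (3.43, adjusted p = 0.347). Leaving out 1 library gave 0 to 3 genes, and 0 to 2 with the fold threshold. The count was 0 without liraglutide replicate 4, 3 without replicate 2 and 2 without replicate 3. In sham versus saline (0 genes) limma gave 3.

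The differences between the effect of RYGB and those of liraglutide+PYY_3-36_, PYY_3-36_ and liraglutide (2, 12 and 0 genes) were 45, 66 and 40 in DESeq2 with batch, 46, 144 and 101 in limma, and 5, 55 and 25 without the 6 libraries apart. Without the batch term the last 2 were 2 and 5. For BWM versus sham (7 genes) DESeq2 with batch gave 18, limma 29 and no batch term 12. For RYGB versus BWM (212) they were 351 and 833, and 361 without the 6 libraries apart. For Lean versus sham (102) limma gave 183 and no batch term 18. The cause of these changes was not tested.

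The gene list results depended most on the correlation assumed between genes. With the estimated correlation, camera passed 0 lists in RYGB versus sham (16 at the preset correlation), 0 in liraglutide+PYY_3-36_ (7), 0 in PYY_3-36_ (16) and 0 in liraglutide (10), and fry passed 8, 0, 0 and 0. In RYGB versus sham the adjusted p with the estimated correlation was 0.0556 for cholesterol synthesis, gluconeogenesis and glycolysis, and iron regulation, 0.0609 for mitochondrially encoded tRNA and rRNA genes, 0.0699 for SREBP2 targets, 0.0714 for chemokines and cytokines, 0.0791 for cell cycle, 0.0860 for UDP-glucuronosyltransferases, 0.305 for ER stress, 0.308 for acute phase, and 0.319 for fatty acid oxidation, cytochrome P450, MHC and antigen processing, ribosomal proteins, Kupffer cell markers and blood markers. With fry it was 0.0772 for ER stress, 0.0965 for acute phase, 0.105 for ribosomal proteins, 0.125 for fatty acid oxidation, cytochrome P450, MHC and antigen processing and Kupffer cell markers, and 0.146 for blood markers. The 8 lists that passed with fry were cholesterol synthesis, SREBP2 targets, UDP-glucuronosyltransferases, gluconeogenesis and glycolysis, chemokines and cytokines, iron regulation, cell cycle, and mitochondrially encoded tRNA and rRNA genes.

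In batch A alone 3 lists no longer passed in RYGB versus sham, ER stress (0.263), MHC and antigen processing (0.0956) and iron regulation (0.0785). In batch B alone UDP-glucuronosyltransferases (0.411), gluconeogenesis and glycolysis (0.278), Kupffer cell markers (0.907) and blood markers (0.405) no longer passed. Fatty acid oxidation (0.928) and cytochrome P450 (0.928) turned down without passing, and fatty acid synthesis (2.35e-05), the urea cycle (1.18e-06) and the circadian clock (0.00852) newly passed. The share of RYGB genes on the same side in liraglutide+PYY_3-36_ was 56.8% there and no longer passed. Without the 6 libraries apart it was 81% for the same genes and 81.1% for the 249 genes called anew. For the same genes the share there was 47.3% in PYY_3-36_ and 48.8% in liraglutide. Without the batch term iron regulation (0.0858), ribosomal proteins (0.262) and mitochondrially encoded tRNA and rRNA genes (0.129) no longer passed, the circadian clock passed (0.0394), and 13 lists passed in liraglutide+PYY_3-36_ and 4 in PYY_3-36_. Without the 6 libraries apart cytochrome P450 no longer passed (0.0809) and 9 lists passed in PYY_3-36_. Without the batch term the direction of ribosomal proteins in liraglutide+PYY_3-36_ (0.728), and of mitochondrially encoded tRNA and rRNA genes in PYY_3-36_ (0.708) and liraglutide (0.257), turned. Cyp2b1 (-0.16) and Cyp2b2 (-0.35) turned in RYGB versus sham in batch B alone. The cause was not tested.

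Depth limits genes with low counts. Tnf had 22 counts over 14 RYGB libraries and 33 over 12 sham libraries. In simulated data at these group sizes the test called 6.97% of 1.5-fold changes in PYY_3-36_ versus saline and 12.4% in liraglutide versus saline, so changes of this size would mostly be missed there.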

Differences from the paper's values

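For RYGB versus sham, 102 genes were lower at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the paper's thresholds, where the paper's value is 67. The paper applied its fold threshold to fold changes shrunken by DESeq2, and those of edgeR are not shrunken. DESeq2 with batch and the same shrinkage gave 563 genes past the adjusted p and 133 past both thresholds. Of the alternatives set before the data were examined, DESeq2 with batch (65), a fit of only the groups compared (83), the replicate block (63) and leaving out RYGB replicate 13 with sham replicate 12 (84) came within 1.5 times the paper's value. The replicate block carries little weight here, since 3 of 12 RYGB and sham pairs correlated best with their own number. DESeq2 without batch (140), limma (163), DESeq2's size factors in edgeR (102), no filter (101), no batch term (127), all 8 groups (117), 2 surrogate variables (144), batch A alone (108) and batch B alone (10) did not. Unrounded counts and no robust estimation did not either. With 1 library left out at a time the number ranged from 89 to 111 and came within 1.5 times in 14 of 26 cases, for example 89 without RYGB replicate 13, so the difference from the paper is close to this bound and depends on single libraries. The number of higher genes, 104, lay within 1.5 times the paper's 76, and leaving out RYGB replicate 13 with sham replicate 12 gave 76.

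For liraglutide+PYY_3-36_ versus saline, 0 genes were higher at both thresholds in edgeR (1258 genes at an unadjusted p under 0.05, and 514 without liraglutide+PYY_3-36_ replicate 8 or 1863 without saline replicate 9), where the paper shows about 1 in Fig. 4, read by eye. DESeq2 with batch (2 genes past both thresholds) and a fit of all 8 groups (1 gene) came within 1.5 times that value in the number of higher genes, as did leaving out liraglutide+PYY_3-36_ replicate 5 (1 gene) or saline replicate 2 (1 gene), and the other alternatives set before the data were examined did not (limma gave 4 higher genes).

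For PYY_3-36_ versus saline, 0 genes were higher at both thresholds in edgeR (659 at an unadjusted p under 0.05), where the paper shows about 1 in Fig. 4, read by eye. DESeq2 with batch and limma each gave 1, and the other alternatives set before the data were examined did not come within 1.5 times it (the replicate block gave 3422).

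For liraglutide versus saline, 1 gene was higher and 0 were lower at both thresholds in edgeR (846 at an unadjusted p under 0.05), where the paper shows about 3 higher and about 1 lower in Fig. 4, read by eye. None of the alternatives set before the data were examined that kept every library came within 1.5 times these values. With 1 library left out, 2 genes passed both thresholds without liraglutide replicate 2 and 2 without liraglutide replicate 3, all of them higher, which is within 1.5 times the paper's value for higher genes.

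The paper names antigen presentation, and apoptosis genes of the type I diabetes pathway, as lowered after RYGB. In edgeR, 35 of 39 genes of antigen processing and 15 of 22 genes of apoptosis had a negative log2 fold change, as had Fas and Faslg, but 0 genes of either list passed the adjusted p. As a list, antigen processing passed downwards in camera at the preset correlation (adjusted p 0.000897) and not with the estimated correlation (0.319), and apoptosis did not pass (0.271). The paper gives aminoacyl-tRNA biosynthesis as raised. Of 43 genes in the list of aminoacyl-tRNA synthetases, which also holds the tRNA kinase Pstk, 0 rose and 1 fell. Of the core genes of that pathway 5 rose among 15 tested, and 12 of these 15 are encoded in mitochondrial DNA. The paper states that no gene was changed in liraglutide treated animals, and Igfbp2 passed in edgeR, which rested on liraglutide replicate 4 (log2 fold change 5.35, and 0.94 without this library). Genes of cholesterol synthesis had the direction that the paper gives for steroid biosynthesis. For retinol metabolism, which the paper gives as raised, the list of retinoid metabolism did not pass (1 of 26 genes rose, adjusted p 0.240). UDP-glucuronosyltransferases, which that pathway includes, passed at the preset correlation and not with the estimated correlation (0.0860) or in batch B alone (0.411), and 8 of their 9 genes that rose belong to the Ugt1a cluster with divided reads.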

Other observations

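The tests of depth, of a cause in batch A alone, of the genes that rose in batch A and of the 6 libraries that lie apart in this part were chosen after the results were seen, as were the tests of differences between the batches. The requirement of a passing estimated correlation in batch A was also added then.

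The gene lists not given beside a conclusion were tested in RYGB versus sham with camera at the preset correlation. SREBP2 targets outside the synthesis pathway passed (adjusted p 5.66e-06, 3 of 11 genes rose), as did fatty acid oxidation and ketogenesis (0.00306, 4 rose and 1 fell of 25), cytochrome P450 and drug response (0.00568, 5 rose and 1 fell of 32), gluconeogenesis and glycolysis (0.000886, 4 rose of 28), acute phase (0.00315, 1 fell of 19) and iron regulation (0.00537, 1 rose and 2 fell of 18). With the estimated correlation 0 of these 6 lists passed (adjusted p 0.0699, 0.319, 0.319, 0.0556, 0.308 and 0.0556, in this order). The lists of fatty acid synthesis (0.259), lipid droplets and uptake (0.926), bile acids (0.345), the urea cycle (0.770), the fasting, insulin and growth hormone response (0.314), interferon-stimulated genes (0.926) and the circadian clock (0.0997) did not pass. Markers of B cells (0.581), neutrophils (0.648), stellate cells (0.926), endothelial cells (0.454), hepatocytes (0.819) and adipocytes (0.598) did not pass either, nor did those of bile ducts (median log2 fold change 0.07, 0 of 9 genes called).

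In liraglutide+PYY_3-36_ versus saline, cholesterol synthesis (median log2 fold change 0.65, all 20 genes positive, adjusted p 5.47e-11), fatty acid synthesis (median 0.72, adjusted p 9.60e-08) and UDP-glucuronosyltransferases (median 0.63, adjusted p 1.03e-11) passed at the preset correlation with 0 genes called in edgeR. With the estimated correlation their adjusted p was 0.226, 0.201 and 0.201. In BWM versus sham cholesterol synthesis passed under both correlations (median 1.06, adjusted p 1.18e-65 and 1.48e-05), and in Lean versus sham fatty acid synthesis did (median 1.22, adjusted p 1.18e-29 and 0.000232).

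Other splits of the libraries into groups of the same sizes, within batch, were tested for each comparison, with 100 splits for RYGB, the drug treatments and sham versus saline and 60 for the others, the real split included. In RYGB versus sham 408 genes passed the adjusted p and 206 both thresholds, the highest of the other splits was 2 for each, and chance can be excluded. The number of gene lists that passed at the preset correlation, 16, was reached by other splits (median 10, highest 20), so chance cannot be excluded for it. In liraglutide+PYY_3-36_ versus saline 0 genes passed in edgeR (1258 at an unadjusted p under 0.05; DESeq2 3, limma 22). Of the 100 splits, 7 gave more genes than this, with up to 683 and up to 271 past both thresholds (median of the other splits 0). These 7 splits may reflect a structure of these libraries other than treatment, which was not tested. The 7 lists there were reached by 62 of the 100 splits (highest 18). In PYY_3-36_ versus saline 0 genes passed in edgeR (659 at an unadjusted p under 0.05; DESeq2 1, limma 1), with 20 in the highest other split and 18 past both thresholds. The 16 lists there were reached by 3 of the 100 splits, the real one included (highest other 18). Their number was rare by chance, but chance is not excluded, and 0 passed with the estimated correlation. In liraglutide versus saline the 1 gene was reached by other splits (highest 24, and 9 past both thresholds), as were the 10 lists (highest 18), so chance cannot be excluded. In sham versus saline 0 genes passed in edgeR (310 at an unadjusted p under 0.05; limma 3) and the highest other split gave 1. For the difference between the effects of RYGB and liraglutide 0 genes passed in edgeR (1191 at an unadjusted p under 0.05; DESeq2 40, limma 101). Of the 60 splits, 16 gave more genes than this, with up to 1661 (median of the other splits 0). A structure of the samples may lie behind these 16 splits too, which was not tested.

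Of 16 mitochondrially encoded tRNA and rRNA genes 5 rose after RYGB, and the list lost its call with the estimated correlation (adjusted p = 0.0609) and without the batch term (0.129). The effect was larger in batch B than in batch A (p = 0.0075 for the difference with the estimated correlation, fry p = 0.0108), and in batch B alone the list passed with the estimated correlation (adjusted p = 0.00958). If these 3 libraries alone gave rise to it, the median log2 fold change in batch A would be under 0.1, and it was 0.20 with quartiles of 0.02 and 0.75 and an adjusted p of 0.00247. As first written, the criterion would have excluded this explanation on these values, but the quartiles include its bound and the adjusted p was 0.599 with the estimated correlation, so the test leaves this explanation open for the list. In batch A alone 3 genes of the list passed, Trnh (log2 fold change 1.49, standard error 0.239, adjusted p = 0.000495), Trns2 (1.51, standard error 0.281, adjusted p = 0.00206) and Trnm (1.26, standard error 0.266, adjusted p = 0.00549), and for these 3 the batch B libraries are not the source. More RNA without a poly(A) tail would raise nuclear genes of this kind too. In all libraries together the median of 10 such genes was 0.01, with quartiles of -0.28 and 0.16, which gave no sign of it. Their values ran from -0.587 to 0.784. These genes were not tested in batch B alone, where the effect was larger, so this explanation stays open there. Lower depth applied in batch B, where 3 of 3 RYGB libraries lay below every sham library, and not in batch A, where 11 of 11 lay within the sham range, so depth does not account for the 3 genes that rose there. For the rest of the list, whose change in batch A is itself open, depth and treatment cannot be told apart. No biological explanation was tested.

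Genes changed by RYGB lay on the same side of 0 in liraglutide+PYY_3-36_ for 73.8% of the set. A cause present in batch A alone would make the effect larger there, and batch A alone gave 78.9% (fry p = 0.0106) and batch B alone 56.8% (fry p = 0.240), but the difference between the batches did not pass (fry p = 0.256), so such a cause stays open. Batch A holds 6 liraglutide+PYY_3-36_ and 3 saline libraries, as many animals as the paper states were fed for longer in these groups, and the labels do not say whether they are the same animals. If they are, longer feeding was alike in both groups, and whether it changed the effect of treatment was not tested. If the 6 libraries that lie apart gave rise to it, the share of the same genes without them would fall below 60%, and it was 81% (166 of the 205 that were tested there, fry p = 0.000656), which argues against it. In other splits of the libraries the highest share was 77.2%. Of 100 splits, the real one included, 3 reached 73.8%, without adjustment for the other results tested this way. Such a share was rare by chance, but chance is not excluded. The shares in PYY_3-36_ (44.7%, highest other 66.0%) and liraglutide (64.6%, highest other 77.7%) were reached by 79 and 16 of 100 splits. A shared response of the liver to RYGB and liraglutide+PYY_3-36_, for example to the loss of body weight, may explain the share, but no test separated it from other sources, and the pattern was found and tested on the same libraries.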
